# Genome-wide transcriptome analysis of the orphan crop tef (*Eragrostis tef* (Zucc.) Trotter) under long-term low calcium stress

**DOI:** 10.1038/s41598-022-23844-z

**Published:** 2022-11-15

**Authors:** Ayalew Ligaba-Osena, Mohammad Salehin, Muhammad Numan, Xuegeng Wang, Sang-Chul Choi, Dereje Jima, Louis-Marie Bobay, Wanli Guo

**Keywords:** Physiology, Plant sciences

## Abstract

Calcium (Ca^2+^) is one of the essential mineral nutrients for plant growth and development. However, the effects of long-term Ca^2+^ deficiency in orphan crops such as Tef [(*Eragrostis tef*) (Zucc.) Trotter], which accumulate high levels of Ca in the grains, remained unknown. Tef is a staple crop for nearly 70 million people in East Africa, particularly in Ethiopia and Eritrea. It is one of the most nutrient-dense grains, and is also more resistant to marginal soils and climatic conditions than main cereals like corn, wheat, and rice. In this study, tef plants were grown in a hydroponic solution containing optimum (1 mM) or low (0.01 mM) Ca^2+^, and plant growth parameters and whole-genome transcriptome were analyzed. Ca^+2^-deficient plants exhibited leaf necrosis, leaf curling, and growth stunting symptoms. Ca^2+^ deficiency significantly decreased root and shoot Ca, potassium (K), and copper content in both root and shoots. At the same time, it greatly increased root iron (Fe) content, suggesting the role of Ca^2+^ in the uptake and/or translocation of these minerals. Transcriptomic analysis using RNA-seq revealed that members of Ca^2+^ channels, including the cyclic nucleotide-gated channels and glutamate receptor-like channels, Ca^2+^-transporters, Ca^2+^-binding proteins and Ca^2+^-dependent protein kinases were differentially regulated by Ca^+2^ treatment. Moreover, several Fe/metal transporters, including members of vacuolar Fe transporters, yellow stripe-like, natural resistance-associated macrophage protein, and oligo-peptide transporters, were differentially regulated between shoot and root in response to Ca^2+^ treatment. Taken together, our findings suggest that Ca^2+^ deficiency affects plant growth and mineral accumulation by regulating the transcriptomes of several transporters and signaling genes.

## Introduction

Calcium (Ca^2+^) is an essential plant nutrient with two crucial roles. It is a structural component of the cell wall and membranes^1^ where it binds to an acidic group of the membrane lipids and crosslinks pectin^2^. Ca^+2^ also acts as a ubiquitous second messenger in environmental stress signaling^1,3^. Several environmental stimuli lead to the release of stored Ca^2+^, which binds to calmodulin. The Ca^2+^-calmodulin complex recruits several kinases and phosphatases that regulate transcription-dependent cellular processes^4^. Plant cells also possess other Ca^2+^-regulated proteins, including Ca^+2^ dependent protein kinase (CDPKs), calcineurin B-like (CBL) proteins, CBL interacting protein kinases (CIPKs), CDPK-related kinases (CRKs), etc., which have been well characterized^5,6^.

In plants, Ca^2+^ is taken up from the soil solution by roots and translocated to the shoot via the xylem^4^. Ca^+2^ enters plant cells through Ca^2+^ channels^4^. Plant glutamate receptor-like (GLR) channels, which are analogs to the mammalian ionotropic glutamate receptors (iGluRs), are implicated in Ca^+2^ sensing, signaling, and long-distance root to shoot Ca^2+^ wave propagation during wounding^7,8^. Several members of the AtGLRs have been characterized^9,10^. The role of AtGLR3.1 in C^2+^ sensing in Arabidopsis shoot has been reported^11^. Another class of Ca^2+^ channels known as cyclic nucleotide-gated channels (CNGCs) has also been implicated in Ca^2+^ transport^12,13^. Cellular Ca^2+^ concentration is tightly regulated to allow signaling role, control Ca^2+^ translocation to the shoot and prevent cation toxicity^4^. Antiporters, uniporters and Ca^2+^-ATPases localized in all major plant cellular membranes and rapidly expel Ca^2+^ from the cytosol. The Arabidopsis genome encodes five different Ca^2+^ efflux systems, called autoinhibited Ca^2+^-ATPases (ACAs), ER-type Ca^2+^ATPases (ECAs), and P1-ATPases (HMA1), the mitochondrial calcium uniporter complex (MCUC) and Ca^2+^exchangers (CAX)^14,15^. Similarly, Ca^2+^/Cation-exchangers have also been reported to play a role in cation homeostasis in plants^16,17^.

Ca^2+^ deficiency is not commonly observed in most soils due to its relative abundance and regular liming practice^1,18^. However, developing tissues may experience Ca^2+^ deficiency due to lack of Ca^2+^ remobilization from older tissues, under conditions of low transpiration, in sandy soils untreated with lime (CaCO_3_ or Ca (OH)_2_), and inhibition of Ca^2+^ uptake due to competition from other cations^1,18^. Plants exposed to Ca^2+^ deficiency may experience necrosis of the meristems, shoot and root growth stunting^4^ and leaf carling. Ca^2+^-deficiency increases the level of reactive oxygen species, causing oxidative stress in high Ca-demanding plant species such as cabbage^19,20^ and broccoli^21^, Ca^+2^ treatment has been shown to enhance the antioxidant system and decrease oxidative stress in plants grown under high temperature^22^, drought^23^, salinity^24^ and heavy metals^25^.

Calcium-sensing networks, including the calcineurin B-like proteins (CBL)-CBL-interacting protein kinase (CIPK), has been implicated in plant abiotic stresses, including K^+^-deficiency^26^. The CBL1/9—CIPK23 has been implicated in the regulation of K^+^^27^ and Fe homeostasis (41). Similarly, CBL1/CBL9-CIPK11 interaction has been involved in regulating the bHLH transcription factor FIT, a crucial regulator of Arabidopsis Fe acquisition^28^. Fe deprivation has been linked to alteration of Ca^2+^ signatures evoked by exogenous ATP^29^, suggesting crosstalk between Ca^2+^ and Fe homeostasis. However, detailed studies on the interconnection between Ca^2+^ and Fe nutrition are missing. Recently, studies of factors modulating Ca^2+^-iron homeostasis are emerging^29,30^.

Tef is an important orphan crop in the Horn of Africa^31,32^ and some other countries including the United Sates where it is grown primarily for animal feed^33^. Recently, tef has been getting increased attention in many laboratories due to its health benefits and potential roles in sustainable agriculture^32,34^. Its mineral nutrient composition has been studied^35^. Tef is one of the orphan crops reported to have higher mineral contents; mainly, the Ca^2+^ content of tef is higher than other crops such as sorghum, barley, wheat, and rice^36^. The Ca^2+^ content in the plant varies from 0.1 to 5% of the shoot dry weight^4^ and the average seed Ca^2+^ content may vary between 981 and 1811 mg/Kg in tef as compared to 33 mg/Kg in maize, 153 mg/Kg in rice and 533 mg/Kg in wheat^35^.

Similarly, in millets such as finger millet, the Ca^2+^ contents were higher than in other major crops such as wheat, rice, and maize^37^. Low Ca^2+^ consumption in the diet has been related to several disorders in humans, many of which can have significant health repercussions over time. Because most staple food grains are low in Ca^2+^, tef, which is an orphan crop with high Ca^2+^ content, has enormous promise as a nutritional security crop. However, orphan crops’ physiological and transcriptomic response to Ca^2+^ nutrition has not been studied before.

This study exposed tef plants to long-term Ca^2+^ deficiency and analyzed the physiological and transcriptomic responses. Our findings revealed that prolonged low Ca^2+^ treatment decreased shoot and root biomass, Ca, K, and copper (Cu) content while significantly suppressing Fe translocation from the roots to the shoot. Transcriptomic analysis using RNA-seq revealed that some members of Ca^2+^ transporters, including CNGC, GLR and CaUP, signaling genes such as CBP and CDPK and genes implicated in Fe homeostasis such as YSL, OPT, VIT and NRAMP are differentially regulated by Ca^2+^ treatment or between roots and shoots.

## Results

### Low Ca^2+^ treatment inhibits plants growth

To understand the effect of long-term Ca^2+^ deficiency in tef, plants were grown in a modified Hoagland’s hydroponic solution supplemented with predetermined low (0.01 mM) or optimum (1 mM) Ca^2+^ for one month, and the plants were analyzed. As shown in Fig. 1, plants grown in low Ca^2+^ exhibited typical Ca^2+^ deficiency symptoms, including leaf tip necrosis and growth stunting, compared to plants grown at optimum Ca^2+^ level (Fig. 1A). Plants were then dried at 65 °C overnight, and root and shoot dry matters were determined. As shown in Fig. 1B, Ca^2+^ deficiency decreases shoot and root biomass by 45% and 35%, respectively. The results also showed that prolonged low Ca^2+^ treatment decreased shoot and root elongation and plant height significantly from 66 to 38 cm, while root length was affected only slightly from about 15 cm to 12 cm (Fig. 1C).

**Figure 1:**
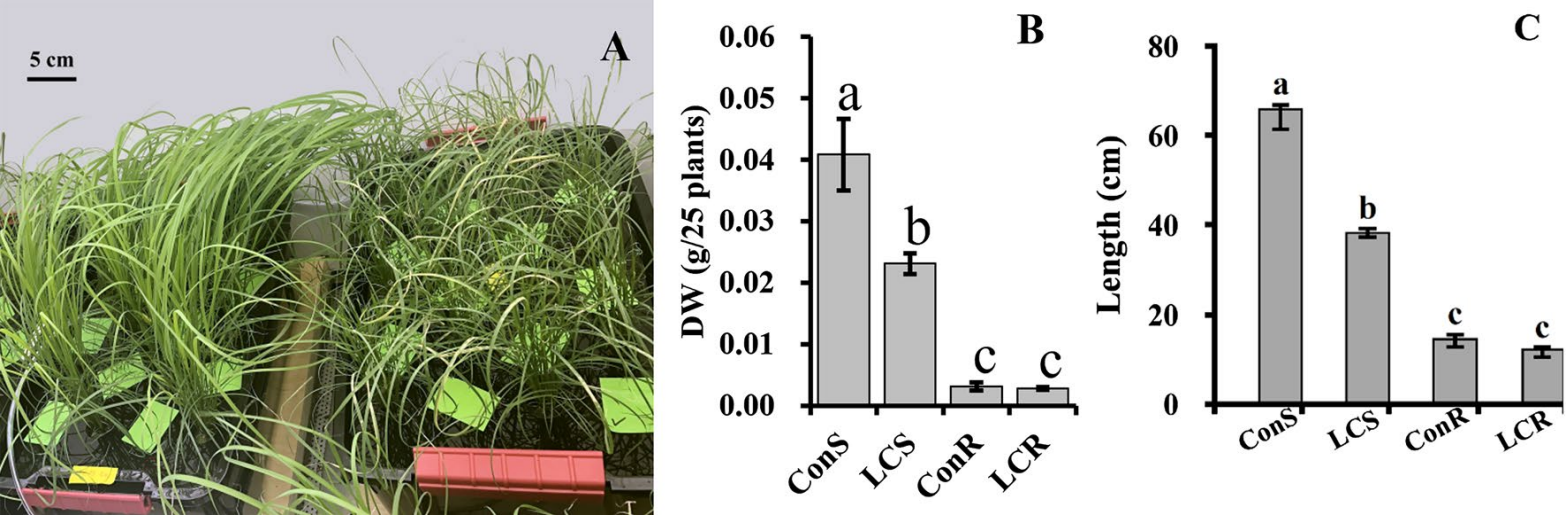
The phenotypic response of tef (*Eragrostis tef)* plants to long-term Ca treatment. (**A**) Phenotypes of tef plants treated with low (10 µM) or optimum or control (1 mM) calcium in modified Hogland’s hydroponics media for four weeks. The picture was taken using an Apple iPhone camera by AL-O. (**B**) Root and shoot biomass, and root length of tef plants grown in Hoagland solution containing 10 µM or 1 mM Ca. LCS, low calcium grown shoots; ConS, control/optimum Ca grown shoots. LCR, low calcium grown roots; ConR, optimum calcium treated roots. (**C**) Shoot and root length of tef plants grown under control (ConS and ConR) and low Ca (LCS and LCS) conditions. Bars represent mean and SD of at least 4 independent biological replicates, and different letters indicate statistically significant difference (*p* < 0.05).

### Ca^2+^ deficiency disturbs minerals homeostasis

Fourteen-day-old seedlings were cultured in hydroponic solutions supplemented with 0.01 mM or 1 mM Ca^+2^ for one month. Mineral content from the dried shoot and root samples was determined using an inductively coupled plasma-optical emission spectrometer (ICP-OES). Plants grown in low Ca^2+^ media accumulated 0.5 g/Kg Ca^+2^ in the shoot (LCS) as compared to plants grown at optimum Ca^+2^ level (ConS), which accumulated 3 g/Kg Ca^+2^ (Fig. 2A). However, there was no statistically significant difference in root Ca^2+^ content. Similarly, there was no significant difference in root P content in plants grown at low (LCR) and optimum Ca^+2^ (ConR). At the same time, there was a small but statistically significant difference between LCS and ConR (Fig. 2B). S contents in root were slightly higher in plants grown at low Ca^2+^ while shoot S content was significantly lower in LCS than LCS (Fig. 2C). Ca^+2^ deficiency significantly suppressed root and shoot K content (Fig. 2D). In roots, K content decreased from 24.2 g/Kg in control plants to 10.3 g/Kg in Ca^2+^ deficient plants. Similarly, shoot K content decreased from 52.9 g/Kg in control plants to 32.2 g/Kg in Ca^+2^ deficient plants, suggesting the role of Ca^+2^ in K^+^ uptake and homeostasis. Ca^+2^ deficiency also decreased Mg content in the roots, but it did not affect shoot Mg content (Fig. 2E). Interestingly, Fe content in LCR was 2.5-fold higher than ConR, 0.95 g/Kg and 0.36 g/Kg, respectively (Fig. 2F). However, Fe content in LCS (0.06 g/Kg) was slightly lower than in control plants (0.08 g/Kg), suggesting that Ca^+2^ deficiency impairs root to shoot translocation of Fe. The Zn content was slightly higher in LCR as compared to ConR, while in shoots, Zn content was slightly lower in LCS than ConS (Fig. 2G). We also observed that Cu accumulation was significantly affected by Ca^+2^ treatment. Ca^+2^ deficiency decreased root Cu content by three-folds (from 0.04 g/kg in ConR to 0.013 g/Kg in LCS), while in shoots, a small but significant decrease in Cu content was observed (0.01 g/Kg in ConS to 0.01 g/kg in LCS) (Fig. 2H). Both zinc (Zn) and copper (Cu) contents were lower in shoots than in roots. The manganese (Mn) content in the roots was slightly higher in LCR than ConR, while Mn content was significantly lower in LCS as compared to ConS (Fig. 2I). B content in roots was not affected by Ca^+2^ treatment, whereas shoot B content was significantly higher in LCS than ConS (Fig. 2J). Taken together, Ca^+^^2^ deficiency markedly affects mineral homeostasis, primarily cations.

**Figure 2:**
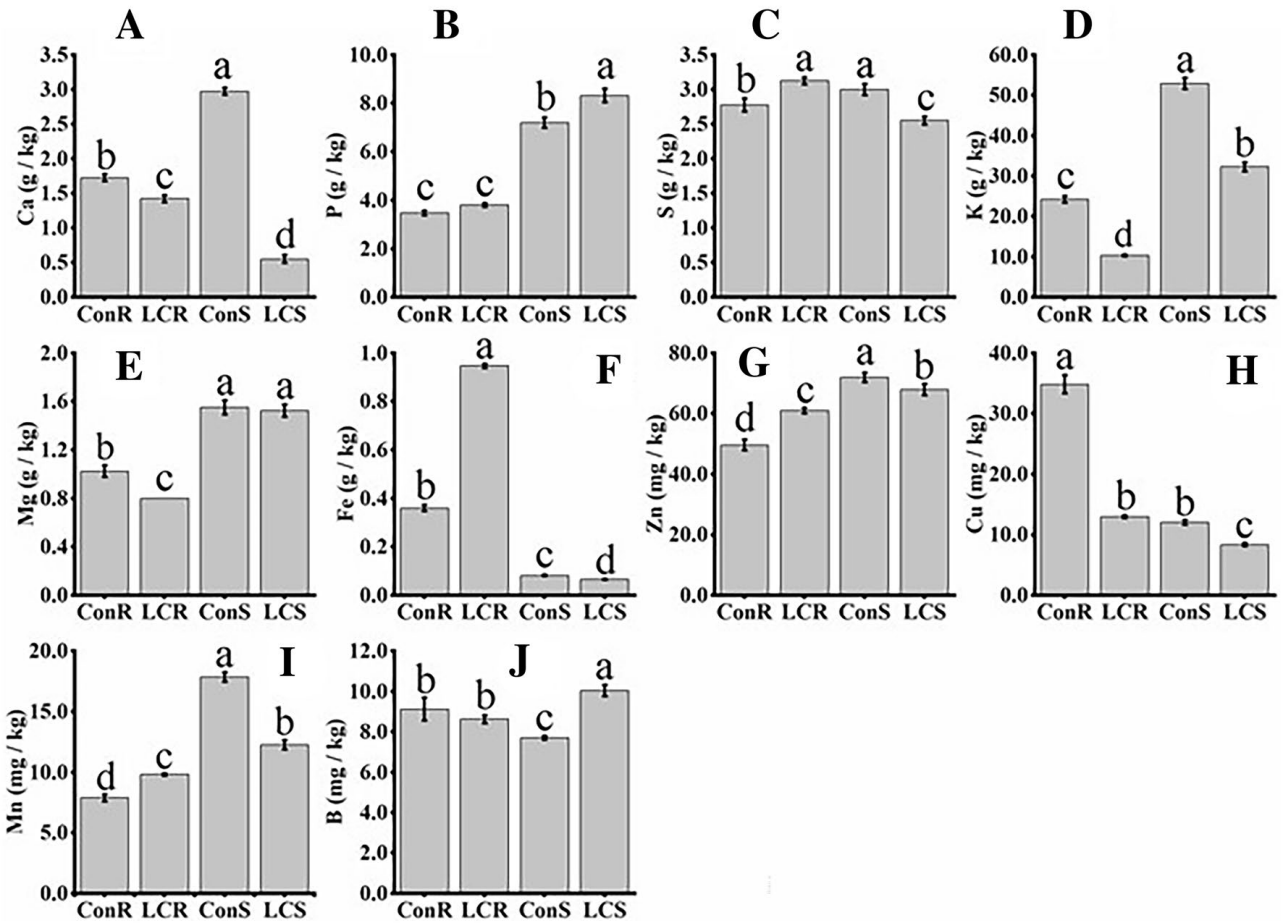
Mineral content profiling of tef plants grown under low or optimum Ca conditions. Shoot and root Ca (**A**), P (**B**), S (**C**), K (**D**), Mg (**E**), Fe (**F**), Zn (**G**), Cu (**H**), Mn (**I**) and B (**J**) were analyzed using ICP-OES as described in the “Materials and methods” section. Bars represent mean and SD of at least 4 independent biological replicates, and different letters indicate statistically significant difference (*p* < 0.05).

### Characteristics of RNA sequencing data

Since Ca^2+^ deficiency-induced visual symptoms in tef plants, including growth stunting and leaf necrosis in tef (Fig. 1A), we aimed at analyzing genome-wide transcriptomic changes in response to Ca^2+^ treatment. Total RNA was isolated from control and low Ca^2+^-grown shoots and roots (ConR, ConS, LCR, and LCS). 

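The RNA came from tef plants grown hydroponically with 1 mM Ca (control) or 0.01 mM Ca (low Ca2+), with 4 libraries for each of LCR, LCS, ConR and ConS. The authors deposited the number of uniquely mapped reads that htseq-count assigned to each of 68255 genes, without normalization. The 4 libraries of a group are named here by their S numbers, S1 to S4 for LCR, S5 to S8 for LCS, S9 to S12 for ConR and S13 to S16 for ConS. The total count per library was 6276818 to 10166944 in LCR, 9959542 to 11720368 in LCS, 11587068 to 17659238 in ConR and 14640539 to 15590039 in ConS. Every low Ca2+ library had a lower total than every control library of its tissue (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Counts were scaled by the TMM method of edgeR, and 56746 genes with a count above 0 in at least 4 of the 16 libraries were tested with its quasi-likelihood F-test in a fit over all 4 groups. A gene was called a DEG at a Benjamini-Hochberg false discovery rate below 0.05, with no limit on the fold change. DESeq2, the tool the paper used, was run on the same genes as an alternative, and its counts are given beside those of edgeR. Log2 fold changes are of the first-named group over the second-named group. Normalized counts of a gene are CPM on TMM-scaled library totals, given as mean ± SD over the 4 libraries of a group. Genes are named as in the legends of Fig. 5 and Fig. 6, and no annotation of the genome was used.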

Complementary DNA libraries were generated from four independent biological replicates and sequenced using the paired-end sequenced using Illumina Hiseq 4000. A total of 476.5 million raw reads with an average of 30 million reads were obtained for each sample The total clean reads of the 16 libraries were aligned to the tef draft genome sequence^38^. 

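In the deposited counts, 35067799 reads were counted on genes in LCR, 43244153 in LCS, 55955168 in ConR and 60126636 in ConS, summed over the 4 libraries of each group. Set against the uniquely mapped reads of Table S1, which are the paper's own numbers, these sums are 47.7% in LCR, 49.3% in LCS, 48.7% in ConR and 47.4% in ConS. For ConR the share is 45.7% when the uniquely mapped reads are taken from the percentages of Table S1.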

On average 85.7% of the reads were uniquely aligned to the reference genome (Tables 1, S1).

**Table 1:** RNA sequencing profile of tef samples under two different Ca^2+^ levels in root and shoots.

Treatments	LCR	LCS	ConR	ConS
Number of input reads	22,769,930	25,179,862.3	36,184,172.5	34,989,385.3
Number of uniquely mapped reads	18,361,838.8	21,930,270.8	28,709,324.8	31,726,862.3
Percentage of uniquely mapped reads	80.7	86.9	84.5	90.7
Number of reads mapped to multiple loci	1,956,523.75	1,285,027	2,371,076.75	1,791,236.5
Unmapped reads (too short) percent	8.45	5.115	6.555	5.1175

Samples were LCR (low calcium roots), LCS (low calcium shoots), ConR (control roots) and ConS (control shoots). Note that values are averages of reads from four biological replicates.

### Analysis of differentially expressed genes (DEGs)

The quality of sequence reads was assessed using fastqc application, and 15 poor-quality bases were trimmed from the 5′-end. The remaining good-quality reads were aligned to the tef reference genome using hisat2 aligner^39^. For each replicate, per-gene counts of uniquely mapped reads were calculated using the htseq-count script from the HTSeq^40^ python package. The count matrix was imported to R statistical computing environment for further analysis. Initially, genes that have no count in the replicate samples were discarded. The remaining count data were normalized and differentially expressed genes were identified using the DESeq2^41^ R package^42^.

To determine the integrity of RNA samples, we performed principal component analysis (PCA). The PCA shows no mark variation among most RNA samples from the same Ca^+2^ treatment or tissue (Supplementary Fig. 1A,B). 

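A principal component analysis of log2 CPM (prior count 2) over all genes tested placed 72.3% of the variance on the first component and 11.3% on the second. The 8 root libraries had scores from -236.1 to -191.3 on the first component and the 8 shoot libraries from 128.5 to 273.6. On the second component, the LCS libraries (53.0 to 184.1) lay apart from the ConS libraries (-120.2 to -82.0). Among roots, the LCR libraries scored from -8.15 to 43.7 and the ConR libraries from -78.4 to -10.1, so that LCR S3 (-8.15) and ConR S11 (-10.1) lay side by side. The mean distance between a pair of replicates on these components was 30.0 in LCR, 90.8 in LCS, 41.0 in ConR and 31.7 in ConS. With only the 500 genes of highest variance the second component held 1.30% of the variance.

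**Figure D1:**
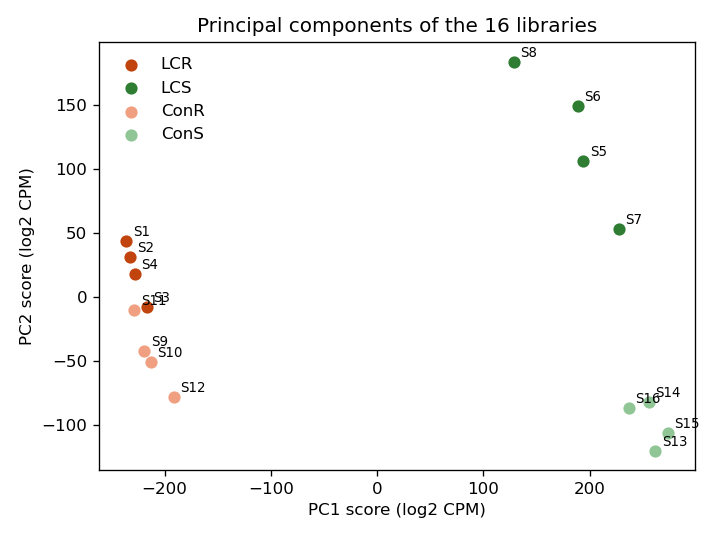
Scores of the 16 libraries on the first (horizontal) and second (vertical) principal component of log2 CPM, a point per library coloured by group and labelled by its S number. LCR S3 and ConR S11 have second-component scores of -8.15 and -10.1.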

Our analysis identified many DEGs in response to Ca^+2^ treatment suggesting the crucial role of Ca^+2^ in plant physiological processes, including overall plant performance (Fig. 1) and mineral homeostasis (Fig. 2). The Venn diagram in Fig. 3A summarizes the pairwise comparisons of different groups (LCR, LCS, ConR, and ConS) based on the number of DEGs regulated in roots and shoots of tef plants grown under low and optimum Ca^+2^ conditions. 

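Between LCR and ConR, 1832 genes passed the threshold, 3.23% of the genes tested, and 123 of them passed it in none of the other 3 comparisons. Their median absolute log2 fold change was 1.22. DESeq2 called 4636 genes at an adjusted p below 0.05, 349 of them in no other comparison. Of all genes tested, 11724 had an unadjusted edgeR p below 0.05, where 2837.3 would by chance. The alternatives ranged from 304 genes, with an added requirement of an absolute log2 fold change of at least 2 that was chosen after seeing the data, to 7038 with DESeq2 at an adjusted p below 0.1. With 1 library left out the count was 513 without LCR S1, 429 without LCR S2, 430 without LCR S4, 720 without ConR S9, 681 without ConR S10 and 567 without ConR S12. Without ConR S11 it was 3533, and 1640 of these were among the 1832. Without LCR S3 the count was 1820. The genes found in this comparison alone numbered 15 without LCR S1, 7 without LCR S2 or LCR S4, 24 without ConR S9, 21 without ConR S10, 11 without ConR S12 and 247 without ConR S11.

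**Figure D2:**
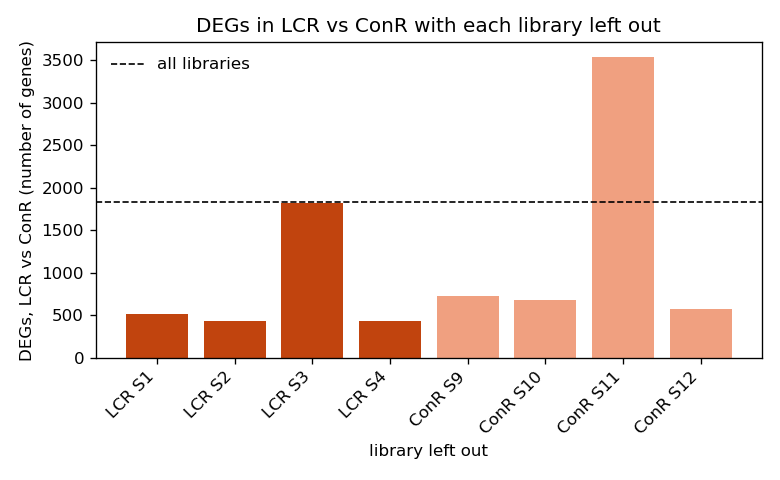
Number of DEGs between LCR and ConR (vertical axis) with each of the 8 root libraries left out (horizontal axis), a bar per library left out and a dashed line at the 1832 genes found with all libraries. The bars run from 429 without LCR S2 to 3533 without ConR S11.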

As compared to ConR, 824 DEGs were detected in LCR, of which 85 are unique to LCR. 

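In shoots, 14619 of 56746 genes tested (25.8%) differed between LCS and ConS, and 2190 of them passed the threshold in no other comparison. DESeq2 called 16645 genes, 2222 of them in this comparison alone. The median absolute log2 fold change of the genes called by edgeR was 1.41. Leaving out LCS S8 lowered the count to 9463, the only omission of 1 library that moved it by more than 1.5 times. The genes found in this comparison alone were 1252 without LCS S6 and 1027 without LCS S8.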

A total of 5,420 DEGs out of 28,796 genes were detected in LCS as compared to ConS of which 531 DEGs were uniquely detected in LCS. Relative to LCS, 10,752 DEGs were seen in LCR of which 532 DEGs are unique to LCR. 

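In the deposited counts, 24218 genes (42.7% of those tested) differed between LCR and LCS at a median absolute log2 fold change of 2.09, and 2158 of them passed the threshold only in this comparison. The DESeq2 counts were 25120 and 1830.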

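The paper's sentence names LCR as the group compared with ConR, while the comparisons it lists next include ConR vs ConS, which is the one counted here. The comparison of ConR with ConS gave 29739 DEGs, or 52.4% of the genes tested, with a median absolute log2 fold change of 2.27. Of these, 5204 passed the threshold in none of the other comparisons. DESeq2 found 30203 DEGs, of which 4073 were found only here.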

A total of 13,504 DEGs were detected in ConR as compared to LCR, of which 1,886 DEGs were uniquely detected in ConR. A total of 249 DEGs were common in all the pairwise comparisons (LCR vs. ConR, LCS vs. ConS, LCR vs. LCS, and ConR vs. ConS).

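By edgeR, 463 genes passed the threshold in all 4 comparisons, where 105.6 would if the lists were independent of each other. DESeq2 gave 1234. In at least 1 of the comparisons, 36175 genes passed. The comparisons share libraries and therefore their sampling error. With a library left out, the number was 107 without LCR S1, 108 without LCR S2, 105 without LCR S4, 161 without ConR S9, 166 without ConR S10, 144 without ConR S12 and 876 without ConR S11.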

**Figure 3:**
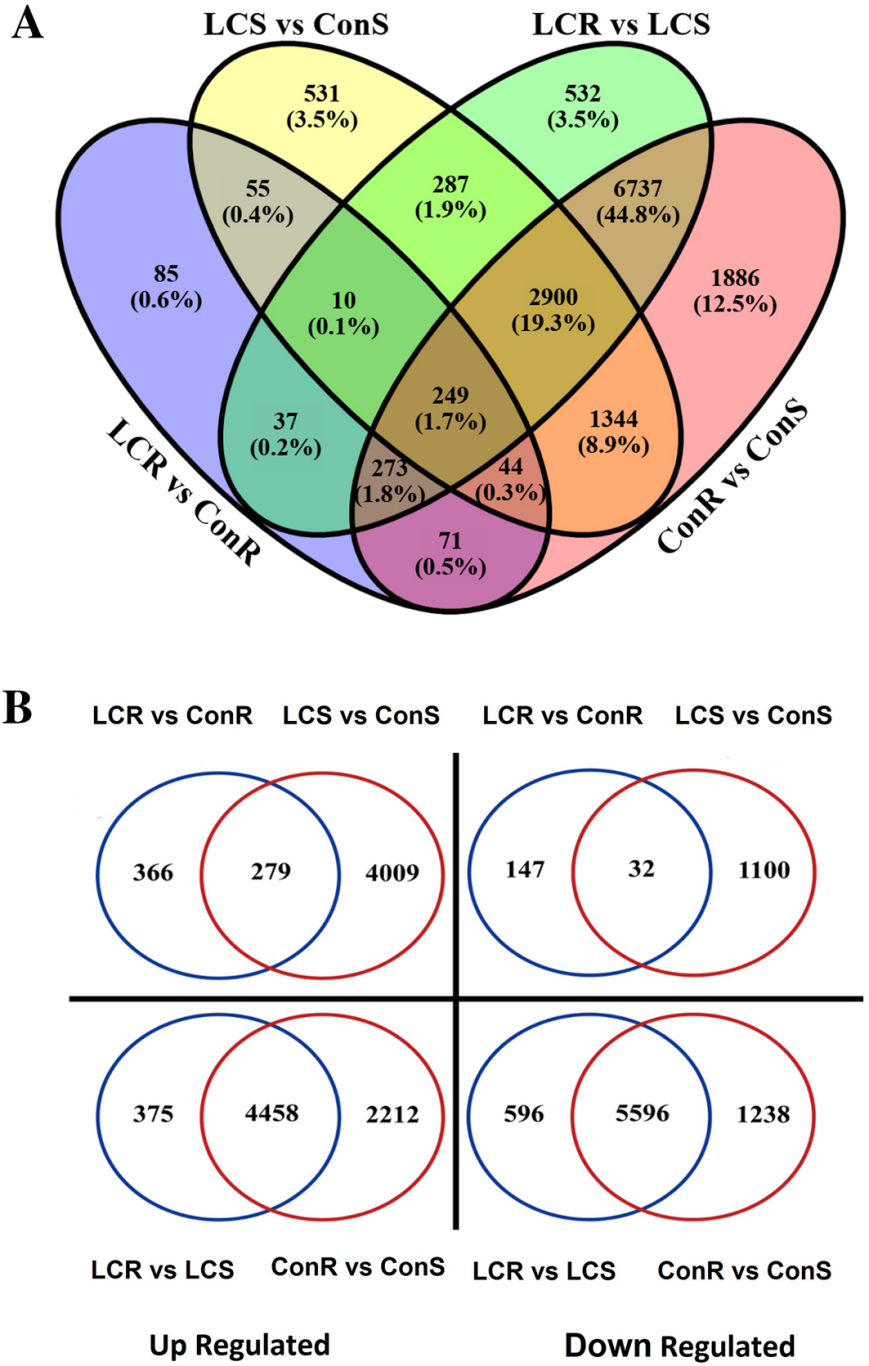
Transcriptomic response of tef in response to Ca^2+^ treatment. (**A**) Venn diagram illustrating the number of DEGs between the two Ca^2+^ treatment groups in root and shoot tissues, and (**B**) Venn diagram illustrating the number of differentially expressed genes between different treatment group. The treatment groups are LCR versus ConR, LCS versus ConS, LCR versus LCS and ConR versus ConS.

Figure 3B illustrates the transcriptomic response of tef plants grown in optimum and low Ca^2+^ conditions. 

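Low Ca2+ raised 10086 genes in roots, shoots or both by edgeR. Of these, 598 were upregulated in LCR vs ConR and not in LCS vs ConS, 9009 were upregulated in LCS vs ConS and not in LCR vs ConR, and 479 were upregulated in both. Independent lists of these sizes would share 180.1 genes. The DESeq2 numbers were 1595 for roots alone, 8887 for shoots alone and 1349 for both. The shared number fell to 109 without LCR S1, 106 without LCR S2, 107 without LCR S4, 159 without ConR S9, 155 without ConR S10 and 125 without ConR S12, and rose to 932 without ConR S11. The number upregulated in roots and not in shoots was 189 without LCR S1, 153 without LCR S2, 157 without LCR S4, 257 without ConR S9, 224 without ConR S10, 182 without ConR S12 and 1016 without ConR S11.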

A large number of genes (4.654) were upregulated in roots and shoots of low Ca^2+^ relative to control, of which 366 and 4009 genes were uniquely upregulated in LCR and LCS relative to ConR and ConS, respectively. A total of 279 genes were commonly upregulated in LCR and LCS. 

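The genes with lower counts under low Ca2+ numbered 5635 in roots, shoots or both, with 755 in LCR vs ConR and 5131 in LCS vs ConS. By DESeq2 they were 7401, with 1692 in roots and 6409 in shoots. Without LCS S6 the number in either tissue was 3657 and that in shoots 3096, and without LCS S8 they were 3303 and 2588. In roots it was 215 without LCR S1, 170 without LCR S2, 166 without LCR S4, 304 without ConR S9, 302 without ConR S10, 260 without ConR S12 and 1585 without ConR S11.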

We also detected 1279 DEGs that were downregulated in LCR (179) and LCS (1132) compared to ConR and ConS, respectively. 

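Genes lower under low Ca2+ in both tissues numbered 251 by edgeR and 700 by DESeq2, where independent lists would share 68.3. A further 13 genes were up in roots and down in shoots, and 60 were down in roots and up in shoots. The number lower in both tissues was 48 without LCR S1, 38 without LCR S2, 40 without LCR S4, 80 without ConR S9, 77 without ConR S10, 58 without ConR S12, 164 without ConS S13, 409 without LCS S7 and 624 without ConR S11.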

A total of 32 genes were commonly downregulated in LCR and LCS as compared to ConR and ConS, respectively. Ca^2+^ deficiency also induced significant transcriptomic changes between roots and shoots. 

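Genes with higher counts in roots than in shoots numbered 17719 in either comparison of the tissues, with 11355 in LCR vs LCS, 16301 in ConR vs ConS and 9937 in both. The numbers from DESeq2 were 18037, 12463, 16340 and 10766. None of these edgeR counts moved by more than 1.5 times with any library left out.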

A total of 7045 DEGs were upregulated in roots, of which 4833 DEGs were upregulated in LCR relative to LCS, 6670 DEGs were upregulated in ConR relative to ConS, and 4458 DEGs were commonly upregulated in both LCR and ConR. Similarly, 7430 DEGs were downregulated in roots, of which 6,192 DEGs were downregulated in LCR relative to LCS, 6834 DEGs were downregulated in ConR relative to ConS, and 5596 DEGs were commonly downregulated in both LCR and ConR relative to LCS and ConS, respectively. 

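Genes with lower counts in roots numbered 16224 in either comparison, with 12863 in LCR vs LCS, 13438 in ConR vs ConS and 10077 in both. DESeq2 gave 16267, 12657, 13863 and 10253. A gene was higher in LCR than LCS and lower in ConR than ConS in 10 cases, and the opposite held in 254.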

Taken together, the number of transcripts that were upregulated in response to Ca^2+^ deficiency in both roots and shoots were higher than those whose transcript abundance was downregulated. Moreover, the number of DEGs that were upregulated in ConR versus ConS were higher than those DEGs that were upregulated in LCR versus LCS (Fig. 3B).

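The upregulated genes were 1077 of the DEGs in roots (58.8%) and 9488 of those in shoots (64.9%). The share depended on the scaling most in roots, where DESeq2's size factors in edgeR gave 71.3%. It stayed above 50% in both tissues under every scaling, filter, tool, threshold and omission of 1 library that was tried, some of them chosen after seeing the data, from 54.1% to 78.2% in roots and from 58.0% to 97.9% in shoots. The median log2 fold change of all genes tested was 0.03 in roots and 0.11 in shoots, and with limma-voom it was 0.12 and 0.14. Over 34750 expressed genes the medians were negative, -0.0465 in roots and -0.0475 in shoots, and over the 28796 genes of highest total count (chosen after seeing the data) they were -0.0062 and -0.017. From the many DEGs between low and optimum Ca2+, the paper proposes that Ca2+ has a crucial role in plant physiology, including plant performance and mineral homeostasis.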

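Genes upregulated in ConR vs ConS made up 28.7% of the genes tested and those upregulated in LCR vs LCS 20.0%. The SD of the log2 fold changes of 34750 expressed genes was 2.64 for ConR vs ConS and 2.26 for LCR vs LCS.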

### GO annotation of DEGs

We performed Gene Ontology (GO) enrichment analysis using the AgriGo database to determine the potential function of DEGs identified in our analysis. In the GO analysis, the DEGs were grouped into molecular function, cellular components, and biological process categories (Fig. 4. Of these categories, DEGs with catalytic activity (> 1300 DEGs) were the most highly enriched group (Fig. 4A) for the LCR vs ConR comparison, followed by those predicted to have transport activity (200 DEGs). In the cellular component category, all the DEGs that were enriched are associated with membranes. In contrast, in the biological process category, about 300 DEGs are predicted to be involved in establishing localization, transport, and transmembrane transport. We also noted that DEGs with metal ion transporter activity, ATPase activity, primary active transporter activity, inorganic cation transporter activity, and substrate-specific transporter activity were on top of the list (Fig. 4A). When LCS versus ConS comparison was used for GO analysis, we observed that DEGs with hydrolase activity, ATP binding, and kinase activity were most enriched in the molecular function category. In contrast, in the biological process category, genes with cellular process followed by the primary metabolic process is the most enriched group (Fig. 4B).

**Figure 4:**
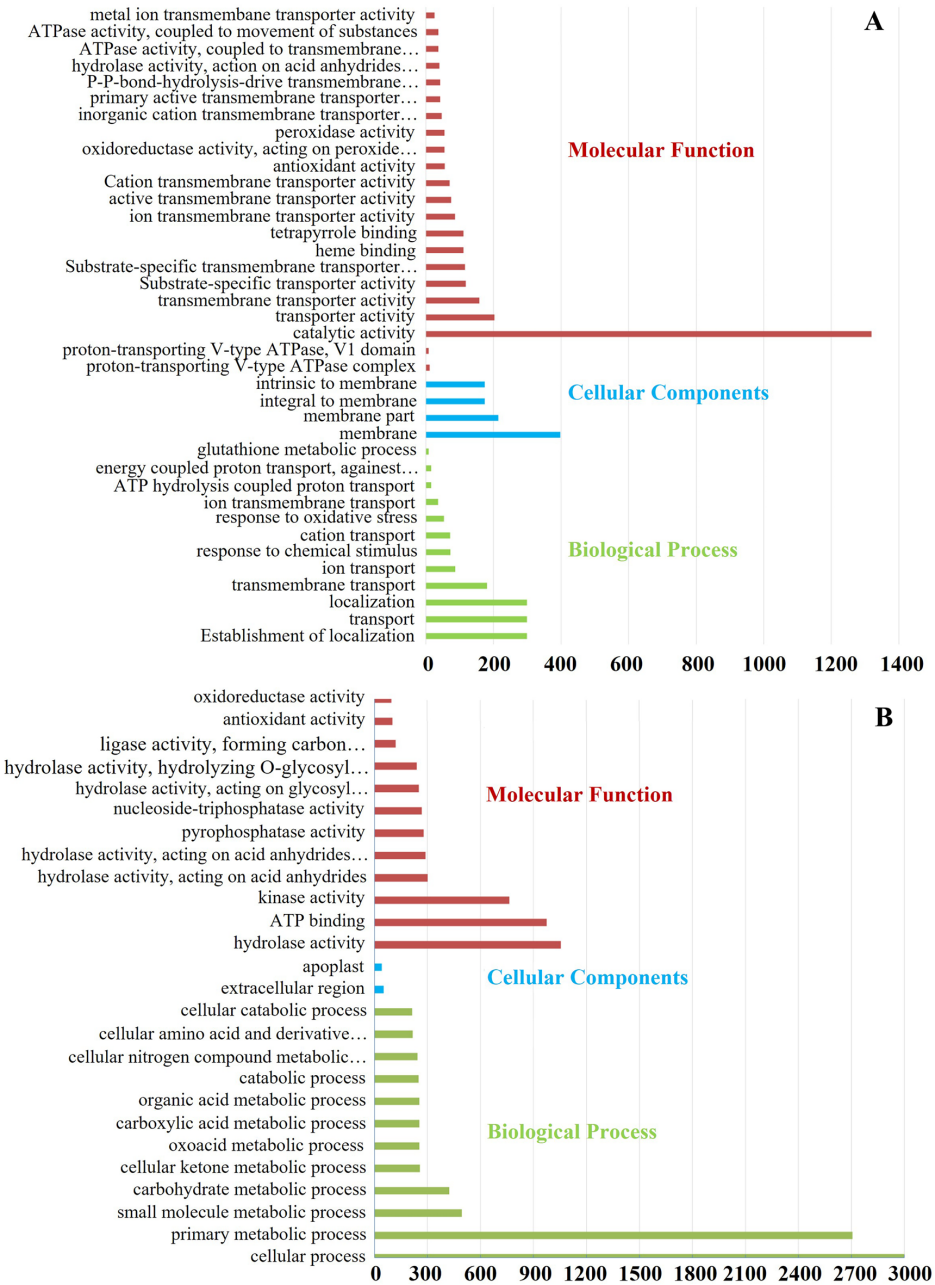
Gene Ontology (GO) enrichment terms of DEGs. Bars represent the number of genes enriched in LCR versus ConR (**A**), and the number of genes enriched in LCS versus LCS (**B**). GO annotation was performed as described in the “Materials and methods” section.

### Calcium transporter genes are differentially regulated in response to Ca^2+^ treatment

Several families of genes have been implicated in Ca^2+^ transport in plants. This study identified transcriptomic changes in some families of Ca^2+^ transporters, including GLRs, CNGCs, Ca^2+^ uniporters, cations/Ca^2+^ exchangers, and Ca^2+^-transporting ATPases. Our analysis identified Ca^2+^ transporters including Ca^2+^ uniporters, cation/Ca^2+^ exchangers and Ca^2+^ transporting ATPase (Fig. 5A) etc. Expression of putative Ca^2+^ uniporters *CaUP2* and *CaUP4* were higher in roots than shoots in both low and optimum Ca^2+^ conditions. 

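CaUP2 (Et_1A_007032) had a normalized count of 78.7 ± 16 CPM in LCR, 28.3 ± 6 CPM in LCS, 65.4 ± 16.7 CPM in ConR and 14.9 ± 5.85 CPM in ConS (SD, n = 4 libraries). Its log2 fold change was 1.48 (standard error 0.27, adjusted p = 0.000188) for LCR vs LCS and 2.14 (standard error 0.27, adjusted p = 2.69e-06) for ConR vs ConS, with every root library above every shoot library at either Ca2+ level. Among other scalings, filters, depths and tools, CaUP2 in ConR vs ConS moved most with upper-quartile normalization (2.29), and with 1 library left out it ranged from 1.93 without ConS S16 to 2.37 without ConS S13. The legend of Fig. 5 gives the name CaUP4 to a pair of genes. Et_4A_035795 was higher in roots, with a log2 fold change of 4.34 (standard error 0.44, adjusted p = 1.28e-07) for LCR vs LCS and 3.67 (standard error 0.44, adjusted p = 6.99e-07) for ConR vs ConS and again no overlap of the libraries. Et_7B_055244 was lower in every LCR library than in every LCS library, with a log2 fold change of -1.10 (standard error 0.21, adjusted p = 0.000253).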

Transcripts of several transporters, including *CaE1-1, CaTA5-1, CaTA9-1, CaUP6, CaUP3, NaCaE1* were more abundant in ConS relative to ConR while transcripts of *CaE1-2, CaUP3, CaTA3,* and *CaUP4* were more abundant in LCR than LCS. 

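For ConR vs ConS, the largest of these differences was that of CaUP3 (Et_1A_008615), with a normalized count of 6.09 ± 1.49 CPM in ConR and 29.8 ± 5.07 CPM in ConS and a log2 fold change of -2.29 (standard error 0.26, adjusted p = 6.78e-07). CaUP6 (Et_3B_029644) had a log2 fold change of -2.07 (standard error 0.40, adjusted p = 0.000264), and CaTA9-1 (Et_6A_046490) of -1.60 (standard error 0.17, adjusted p = 3.67e-07). The values were -1.34 (adjusted p = 3.9e-05) for NaCaE1 (Et_3A_023829), -1.02 (adjusted p = 4.42e-06) for CaTA5-1 (Et_8A_057406) and -1.41 (adjusted p = 0.00145) for CaE1-1 (Et_1A_006089). Every ConR library was below every ConS library for these genes except CaE1-1, whose groups overlapped. Between LCR and LCS, CaE1-2 (Et_4A_035362) had a log2 fold change of -1.94 (standard error 0.25, adjusted p = 5.13e-06) and CaUP3 of -1.82 (standard error 0.27, adjusted p = 2.36e-05), with every LCR library below every LCS library. The legend names both Et_7B_054771 and Et_4A_033710 as CaTA3. The former had a log2 fold change of -1.84 (standard error 0.27, adjusted p = 1.85e-05), also without overlap. Et_4A_033710 had 0.03 (standard error 0.17, adjusted p = 0.906) with overlapping libraries, and its sign changed without LCR S2 (-0.045), LCR S3 (-0.074) or LCS S5 (-0.0011) and with all libraries thinned to the smallest total (-0.048).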

Transcripts of CaE1 was more abundant in LCS than ConS, while *CaTA9, CaTA5-1, CaTA9-1, CaUP6,* and *CaTA10* were more abundant in ConS than LCS. 

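CaE1 (Et_10A_001931) had a normalized count of 21.7 ± 11.5 CPM in LCS and 7.13 ± 3.84 CPM in ConS, a log2 fold change of 1.59 (standard error 0.43, adjusted p = 0.0131). Its libraries overlapped between the groups, and without LCS S6 its adjusted p was 0.0629. The log2 fold change was -2.04 (standard error 0.18, adjusted p = 7.81e-07) for CaTA9-1, -1.58 (standard error 0.14, adjusted p = 7.67e-07) for CaTA5-1 and -1.57 (standard error 0.20, adjusted p = 3.62e-05) for CaTA9 (Et_10A_001147), each with every LCS library below every ConS library. CaTA10 (Et_4B_039870) had a log2 fold change of -1.13 (standard error 0.38, adjusted p = 0.0368) with overlapping libraries. Its count was 389.0 CPM in ConS S15 and between 83.2 and 95.5 CPM in the other ConS libraries, and without S15 its log2 fold change was -0.31 (adjusted p = 0.264). It was also not called without LCS S5, LCS S7 or LCS S8, nor by limma-voom or by either tool on the 8 shoot libraries alone, with an adjusted p of 0.0193 to 0.0969 over the alternatives. CaUP6 was not called, with a log2 fold change of -0.92 (standard error 0.39, adjusted p = 0.0937) and overlapping libraries, but without LCS S6 it was, with -1.46 (adjusted p = 0.0109). Tested as an interaction of tissue and Ca2+, the response in shoots differed from that in roots for CaTA9-1 by -1.34 (adjusted p = 0.00363) and for CaTA9 by -1.24 (adjusted p = 0.0139) on the log2 scale.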

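In roots, CaE1 rose from 2.01 ± 1.08 CPM in ConR to 7.56 ± 1.53 CPM in LCR, a log2 fold change of 1.90 (standard error 0.47, adjusted p = 0.0372). CaE1-1 rose from 4.29 ± 0.216 CPM to 11.6 ± 3.03 CPM, a log2 fold change of 1.43 (standard error 0.33, adjusted p = 0.028). Every LCR library was above every ConR library for both genes. For CaE1, leaving out any one of LCR S1, LCR S2, LCR S4, ConR S9, ConR S10 and ConR S12 gave an adjusted p between 0.059 and 0.117, and for CaE1-1 the same omissions gave 0.0692 to 0.097. CaTA5 (Et_1A_007426) was 249 ± 38 CPM in ConR and 71.3 ± 10.4 CPM in LCR, a log2 fold change of -1.80 (standard error 0.24, adjusted p = 0.00158), with every LCR library below every ConR library, and it was called with each library left out. Of the pair of genes named CaUP4, Et_4A_035795 had a log2 fold change of 0.85 (standard error 0.34, adjusted p = 0.165) and overlapping libraries. It was called only by DESeq2 on the 8 root libraries, with an adjusted p of 0.043 to 0.173 over the alternatives. Et_7B_055244 had a log2 fold change of -0.40 (standard error 0.21, adjusted p = 0.277).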

*CaE1, CaE1-1,* and *CaUP4* are more abundant in LCR than ConR, whereas CaTA5 is more abundant in ConR than LCR. Transcripts of several members of Ca^2+^ transporting proteins are not markedly affected by Ca^2+^ treatment and between roots and shoots (Fig. 5A).

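Of the 34 calcium transporters listed in the legend of Fig. 5, the number that passed the threshold over all genes was 7 in LCR vs ConR, 15 in LCS vs ConS, 16 in LCR vs LCS and 21 in ConR vs ConS. The number ranged from 2 to 7 in LCR vs ConR with 1 library left out and from 4 to 11 over the other alternatives, and from 13 to 16 in LCS vs ConS with 1 library left out and from 11 to 16 over the other alternatives. Adjusted over the list alone, the numbers were 11, 19, 17 and 21. The study chose the list on these samples, so the adjustment over the list is not independent evidence. In none of the 4 comparisons did 7 of the 34 genes pass, and 17 passed for neither comparison of low Ca2+ with control.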

**Figure 5:**
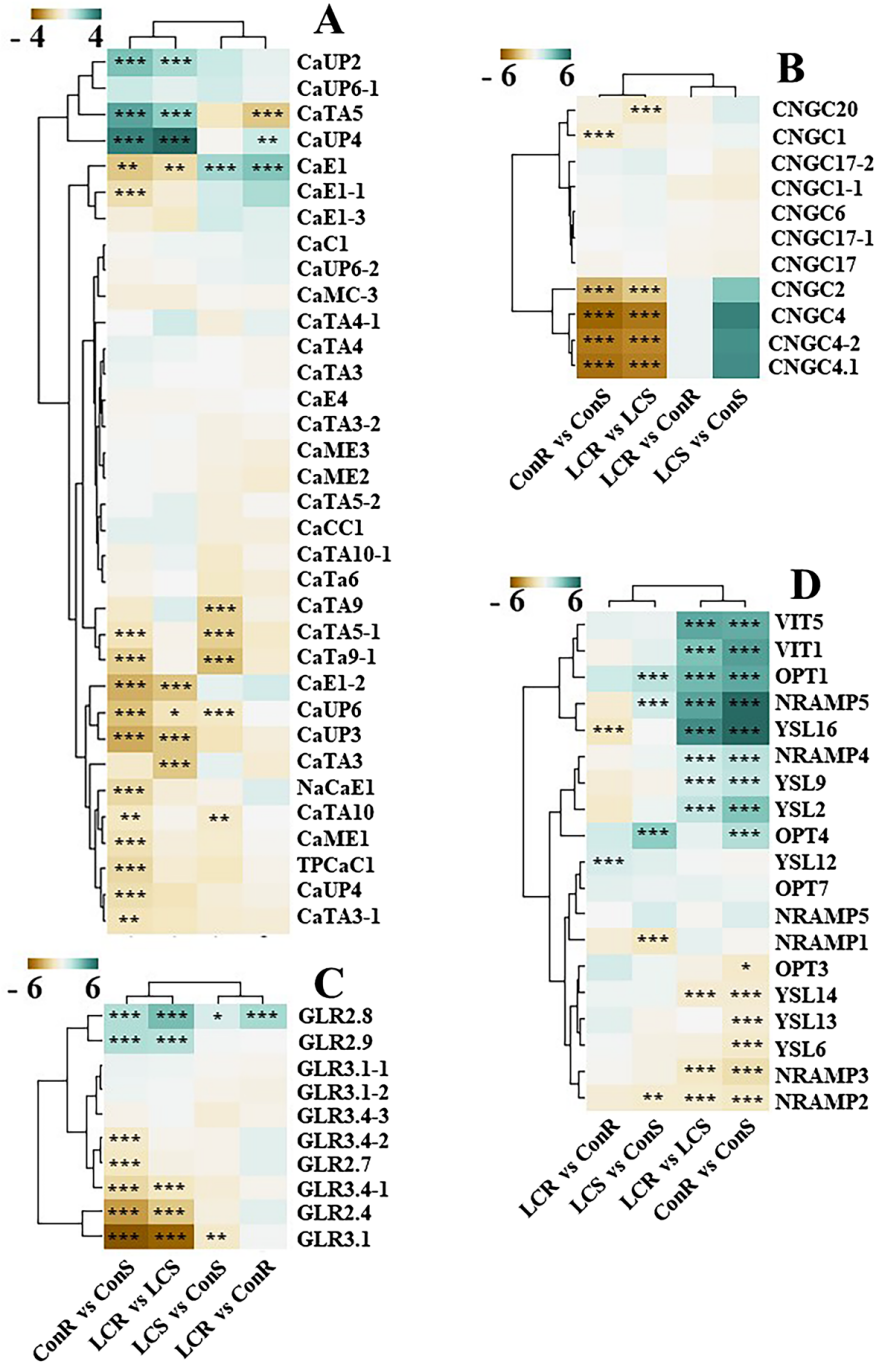
Heatmaps of differentially expressed genes. (**A**) Calcium transporters, (**B**) CNGCs, (**C**) GLRs and (**D**) Fe/metal transporters. Fe, iron, GLR, glutamate receptor; CNGC, cyclic nucleotide-gated channel, OPT, oligopeptide transporter; VIT, vacuolar iron transporter; NRAMP, metal transporter Nramp; YSL, yellow stripe-like; CaC1, calcium load-activated calcium channel; CaCC1, calcium permeable stress-gated cation channel 1; CaUP, calcium uniporter protein; CaMC, calcium-binding mitochondrial carrier protein; CaTA, calcium-transporting ATPase; CaE, cation/calcium exchanger; CaME, mitochondrial proton/calcium exchanger protein; NaCaE, sodium/calcium exchanger; TPCaC, two pore calcium channel protein. *p < 0.05; **p < 0.01; ***p < 0.001. (**A**) Et_4A_032234, CaC1; Et_3B_028475, CaCC1; Et_1A_007032, CaUP2; Et_4A_035795, CaUP4; Et_3B_029644, CaUP6; Et_10A_001249, CaUP6-1; Et_6A_048187, CaUP6-2; Et_1A_008615, CaUP3; Et_7B_055244, CaUP4; Et_2B_021219, CaMC-3; Et_4B_039870, CaTA10; Et_10B_003581, CaTA10-1; Et_4A_033710, CaTA3; Et_4B_037342, CaTA3-1; Et_4A_033168, CaTA3-2; Et_4A_034993, CaTA4; Et_9A_061403, CaTA4-1; Et_1A_007426, CaTA5; Et_8A_057406, CaTA5-1; Et_8A_057411, CaTA5-2; Et_7B_054771, CaTA3; Et_10A_001931, CaE1; Et_1A_006089, CaE1-1; Et_4A_035362, CaE1-2; Et_1B_010978, CaE1-3; Et_4A_035689, CaE4; Et_7A_050701, CaME1; Et_1B_014429, CaME2; Et_9A_061952, , CaME3; Et_9A_062174, CaTA6; Et_10A_001147, CaTA9; Et_6A_046490, CaTA9-1; Et_3A_023829, NaCaE1; Et_3A_024662, TPCaC1. (**B**) Et_1B_013097, OPT4; Et_1A_008454, YSL2; Et_1B_013348, YSL14; Et_2B_020454, VIT1; Et_2B_020954, Nramp3; Et_3B_028366, Nramp4; Et_3B_031448, YSL16; Et_4A_033828, OPT3; Et_4A_034655, Nramp2; Et_5A_041073, Nramp1; Et_5A_041086, Nramp5; Et_7A_051270, YSL6; Et_7A_052425, YSL9; Et_7B_055732, VIT5; Et_7A_053172, YSL13; Et_7B_055138, YSL12; Et_8A_058302, OPT1; Et_10B_003591, Nramp6; Et_2A_017928, OPT7. (**C**) Et_1A_006195, GLR2.7; Et_2A_016261, GLR2.4; Et_2A_016906, GLR3.4-1; Et_2A_018314, GLR2.9; Et_2A_018316, GLR2.8; Et_5B_043951, GLR3.4-2; Et_7A_052266, GLR3.1; Et_7B_054916, GLR3.1-1; Et_1A_008007, GLR3.1-2; Et_5B_045010, GLR3.4-3. (**D**) Et_1A_006672, CNGC20; Et_2A_016805, CNGC1; Et_3B_029538, CNGC4; Et_4B_038004, CNGC2; Et_4B_037294, CNGC4-1; Et_9B_064738, CNGC4-2; Et_1A_006188, CNGC17; Et_1A_007771, CNGC1-1; Et_2A_015772, CNGC17-1; Et_2A_017586, CNGC17-20; Et_7B_054569, CNGC6. The graphs were generated using R Software^42^(URL https://www.R-project.org/:).

In response to Ca^2+^ treatment, several Ca^2+^- binding, Ca^2+^ signaling, and other transporters, including Ca^2+^ transporters and Ca^2+^-gated channels, are differentially expressed in both roots and shoots. We analyzed the expression of the CNGCs, which are implicated in the transport of Ca^2+^ and other cations (Fig. 5B). Transcripts of *CNGC2, CNGC4, CNGC4.1,* and *CNGC4.2* were more abundant in shoots than roots under low and optimum Ca^2+^ conditions (Fig. 5B). 

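In shoots, CNGC2 (Et_4B_038004) had a normalized count of 19 ± 4.71 CPM in LCS and 23.4 ± 6.85 CPM in ConS, and in roots 2.02 ± 0.652 CPM in LCR and 1.55 ± 0.746 CPM in ConR. Its log2 fold change was -3.20 (standard error 0.32, adjusted p = 1.36e-07) for LCR vs LCS and -3.92 (standard error 0.31, adjusted p = 6.74e-09) for ConR vs ConS. Among other scalings, filters, depths and tools, CNGC2 in ConR vs ConS moved most with upper-quartile normalization (-3.76), and with 1 library left out it ranged from -4.30 without ConR S9 to -3.73 without ConS S13. CNGC4 (Et_3B_029538) had -5.96 (standard error 0.58, adjusted p = 3.53e-09) for LCR vs LCS and -6.73 (standard error 0.59, adjusted p = 4.21e-10) for ConR vs ConS. The corresponding values were -5.70 (adjusted p = 2.59e-11) and -6.21 (adjusted p = 4.06e-12) for CNGC4-1 (Et_4B_037294), and -5.27 (adjusted p = 1.67e-08) and -5.84 (adjusted p = 2.27e-09) for CNGC4-2 (Et_9B_064738). Every root library was below every shoot library for all of these genes. The values of CNGC4, CNGC4-1 and CNGC4-2 rest on few reads in roots, 8, 11 and 11 summed over LCR and 8, 14 and 12 over ConR. With all libraries thinned to the smallest total, CNGC4 had -8.10 in ConR vs ConS.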

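Between LCS and ConS, the log2 fold change was -0.30 (standard error 0.28, adjusted p = 0.45) for CNGC2, -0.13 (standard error 0.30, adjusted p = 0.8) for CNGC4, -0.19 (standard error 0.20, adjusted p = 0.524) for CNGC4-1 and -0.04 (standard error 0.31, adjusted p = 0.947) for CNGC4-2. The libraries of the groups overlapped for each gene, and none was called under any alternative. Of the 11 CNGCs listed in Fig. 5, 5 others passed the threshold in LCS vs ConS, all lower in LCS. Their log2 fold changes were -0.96 for CNGC1, -0.73 for CNGC17, -0.76 for CNGC1-1, -0.53 for CNGC17-1 and -0.545 for CNGC6. The number called stayed at 5 with each library left out and under every other scaling, filter, depth and tool tried. The value of CNGC4-2 was positive without LCS S5 (0.047) or ConS S14 (0.046), with all libraries thinned to the smallest total (0.24), and over the 28796 genes of highest total count (0.037), an alternative chosen after seeing the data.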

The transcripts of these genes were more abundant in LCS than ConS, although not statistically significant. Expression of *CNGC1* and *CNGC20* are significantly downregulated in ConR and LCR as compared to ConS and LCS, respectively. 

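CNGC1 (Et_2A_016805) had a log2 fold change of -1.29 (standard error 0.16, adjusted p = 2.18e-06) for ConR vs ConS and -0.55 (standard error 0.17, adjusted p = 0.0121) for LCR vs LCS, with no overlap of root and shoot libraries. For LCR vs LCS, without LCR S2 its adjusted p was 0.052, and with upper-quartile normalization it was not called, with 0.00856 to 0.0946 over the alternatives. CNGC20 (Et_1A_006672) had -1.43 (standard error 0.27, adjusted p = 0.000289) for LCR vs LCS, without overlap. For ConR vs ConS it had -0.68 (standard error 0.26, adjusted p = 0.0354) with overlapping libraries. That call was lost with upper-quartile normalization, with thinned libraries and by either tool on the 8 control libraries alone, with an adjusted p of 0.0173 to 0.106 over the alternatives. For the same comparison, leaving out any one of ConR S9, ConR S10, ConS S15 and ConS S16 gave an adjusted p between 0.0856 and 0.133.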

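For LCR vs ConS, 10 of the 11 CNGCs listed in Fig. 5 passed the threshold over all genes, all of them lower in LCR, and 11 adjusted over the list alone, a list the study chose on these samples. CNGC4 had a log2 fold change of -6.08 (standard error 0.58, adjusted p = 1.89e-09), CNGC4-1 of -5.89 (standard error 0.36, adjusted p = 1.37e-11), CNGC4-2 of -5.30 (standard error 0.53, adjusted p = 1.07e-08) and CNGC2 of -3.51 (standard error 0.31, adjusted p = 3.04e-08). The next values were -1.50 (adjusted p = 3.54e-07) for CNGC1, -1.12 (adjusted p = 0.00179) for CNGC20 and -0.76 (adjusted p = 0.00101) for CNGC17 (Et_1A_006188). Each LCR library was below each ConS library for every gene called. The calls of CNGC1-1, CNGC17-1 and CNGC6, with -0.53, -0.39 and -0.34, each depended on single libraries. Without LCR S1, CNGC1-1 had an adjusted p of 0.0592. For CNGC17-1, leaving out either LCR S1 or ConS S13 gave an adjusted p between 0.0685 and 0.0755. For CNGC6, leaving out any one of LCR S1, LCR S2, LCR S3, LCR S4, ConS S13 and ConS S16 gave an adjusted p between 0.0626 and 0.0929. None of these last genes was called with upper-quartile normalization. CNGC17-1 was also lost with thinned libraries, CNGC6 with DESeq2's size factors in edgeR, with no filter and with the other reading of the paper's filter, and both over the 28796 genes of highest total count (chosen after seeing the data). CNGC17-20 had 0.37 (adjusted p = 0.0571) with every LCR library above every ConS library. It was called with DESeq2's size factors or upper-quartile normalization in edgeR, with filterByExpr and with the other reading of the paper's filter. It was also called with thinned libraries, without LCR S2, by DESeq2 and over the 28796 genes of highest total count (chosen after seeing the data). The comparison differs in tissue as well as in Ca2+.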

There was no difference in the expression of CNGCs between LCR and ConS.

Figure 5 also shows that several putative tef glutamate receptors such as *GLR3.1, GLR2.8, GLR4-1, and GLR3.4-1* are differentially expressed in response to Ca^2+^ deficiency, as shown in Fig. 5C. 

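In shoots, GLR3.1 (Et_7A_052266) was 119 ± 61.4 CPM in LCS and 289.9 ± 116 CPM in ConS, a log2 fold change of -1.28 (standard error 0.35, adjusted p = 0.0128) with overlapping libraries. In roots its values in LCR and ConR overlapped, with a log2 fold change of 0.19 (standard error 0.50, adjusted p = 0.871), and the sign changed without LCR S3 (-0.12). GLR3.4-1 (Et_2A_016906) had -0.92 (standard error 0.23, adjusted p = 0.00688) in shoots, where every LCS library was below every ConS library, and -0.27 (standard error 0.23, adjusted p = 0.536) in roots with overlap. GLR2.8 (Et_2A_018316) had 1.19 (standard error 0.54, adjusted p = 0.111) in shoots, with overlap, and was called without LCS S5 (adjusted p = 0.0306) or ConS S16 (adjusted p = 0.0243). Of the 10 GLRs listed in Fig. 5, 3 passed the threshold in LCS vs ConS and 1 in LCR vs ConR, with 2 to 5 in LCS vs ConS when 1 library was left out, and the same numbers passed when adjusted over the list alone, which the study chose on these samples. The legend lists no GLR4-1.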

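Among the listed GLRs, the largest difference between the tissues was that of GLR3.1, with a log2 fold change of -8.09 (standard error 0.42, adjusted p = 1.06e-10) for ConR vs ConS and -6.62 (standard error 0.44, adjusted p = 1.4e-09) for LCR vs LCS. Among other scalings, filters, depths and tools, GLR3.1 in ConR vs ConS moved most with upper-quartile normalization (-7.92), and with 1 library left out it ranged from -8.31 without ConS S16 to -7.87 without ConS S15. In roots its mean was 1.05 CPM in ConR and 1.19 CPM in LCR. For the 50 most abundant shoot-specific genes, the median level relative to ConS was 0.263% in ConR and 0.376% in LCR. GLR2.4 (Et_2A_016261) had -4.61 (standard error 0.37, adjusted p = 4.75e-09) for ConR vs ConS and -3.38 (standard error 0.37, adjusted p = 3.84e-07) for LCR vs LCS, and GLR3.4-1 had -2.44 (standard error 0.23, adjusted p = 6.69e-08) and -1.79 (standard error 0.23, adjusted p = 4.46e-06). For ConR vs ConS, the values were -1.77 (adjusted p = 0.00113) for GLR2.7 (Et_1A_006195) and -1.51 (adjusted p = 0.000135) for GLR3.4-2 (Et_5B_043951). Every root library was below every shoot library in each of these comparisons.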

In ConS, transcripts of *GLR2.4, GLR2.7, GLR3.1, GLR3.4,* and *GLR3.4-1* were more abundant than ConR, while *GLR2.4, GLR3.1,* and *GLR3.4-1* were more abundant in LCS than LCR. However, the transcripts of *GLR2.8* were more abundant in LCR than ConR.

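GLR2.8 rose from 5.21 ± 2.59 CPM in ConR to 31.5 ± 9 CPM in LCR, a log2 fold change of 2.59 (standard error 0.41, adjusted p = 0.00396). Every LCR library was above every ConR library. With 1 library left out the log2 fold change lay between 2.39 and 2.96, and the adjusted p was at most 0.0197. From this rise, the paper proposes a role of GLR2.8 in the acquisition of Ca2+ under deficiency.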

### Low calcium regulates the expression of Fe and metal transporter genes

Our analysis also revealed that several members of the putative iron transporters are differentially regulated in response to Ca^2+^ treatment and between tissue types (Fig. 5D). 

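For VIT5 (Et_7B_055732), the normalized count was 192.4 ± 84.2 CPM in LCR, 7.07 ± 0.647 CPM in LCS, 129 ± 30.2 CPM in ConR and 5.51 ± 2.3 CPM in ConS. Its log2 fold change was 4.76 (standard error 0.30, adjusted p = 1.33e-09) for LCR vs LCS and 4.55 (standard error 0.30, adjusted p = 1.61e-09) for ConR vs ConS. Among other scalings, filters, depths and tools, VIT5 in ConR vs ConS moved most with thinning of all libraries to the smallest total (4.38), and with 1 library left out it ranged from 4.38 without ConR S11 to 4.87 without ConS S15. YSL16 (Et_3B_031448) had 5.90 (standard error 0.36, adjusted p = 1.36e-10) and 7.54 (standard error 0.34, adjusted p = 6.12e-12), and Nramp5 (Et_5A_041086) had 4.63 (standard error 0.33, adjusted p = 5.51e-09) and 7.46 (standard error 0.37, adjusted p = 4.33e-11). In the same order, the log2 fold changes were 3.83 (adjusted p = 1.78e-08) and 4.98 (adjusted p = 7.54e-10) for VIT1 (Et_2B_020454), and 3.69 (adjusted p = 1.06e-05) and 5.23 (adjusted p = 3.16e-06) for OPT1 (Et_8A_058302). They were 2.26 (adjusted p = 9.17e-05) and 3.76 (adjusted p = 2.91e-07) for YSL2 (Et_1A_008454), 1.52 (adjusted p = 0.00138) and 2.12 (adjusted p = 4.58e-05) for YSL9 (Et_7A_052425), and 1.5 (adjusted p = 1.64e-07) and 2.11 (adjusted p = 1.19e-09) for Nramp4 (Et_3B_028366). Every root library was above every shoot library in each of these comparisons except YSL9 in LCR vs LCS, where the groups overlapped. All of them were called with each library left out.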

Transcripts of several tef homologs of *Arabidopsis* and rice iron transporter, including *VIT5, VIT1, OPT1, NRMAP5, YSL16, NRAMP4, YSL9,* and *YSL2* were more abundant in LCS and ConS than LCR and ConR, respectively. *YSL2* is a critical enzyme in long-distance Fe transport through the xylem. The VITs transport Fe across the vacuolar membrane, and Nramps and OPTs are involved in Fe other metal transport. The expression of *YSL14, NRAMP2,* and *NRAMP3* was downregulated under low Ca^2+^ conditions in both roots and shoots. 

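Nramp2 (Et_4A_034655) was 140.4 ± 57.9 CPM in LCS and 340.3 ± 198 CPM in ConS, a log2 fold change of -1.28 (standard error 0.36, adjusted p = 0.017) with overlapping libraries. For this gene in shoots, leaving out any one of LCS S6, LCS S8 and ConS S15 gave an adjusted p between 0.0539 and 0.0691, and the log2 fold change without ConS S15 was -0.84. In roots Nramp2 had -0.94 (standard error 0.37, adjusted p = 0.159) with every LCR library below every ConR library. It was called there only by either tool on the 8 root libraries, with an adjusted p of 0.0175 to 0.22 over the alternatives. Nramp3 (Et_2B_020954) had -0.57 (standard error 0.20, adjusted p = 0.0423) in shoots and -0.18 (standard error 0.21, adjusted p = 0.658) in roots, with overlap in both. In shoots, leaving out any one of LCS S6, LCS S8, ConS S13, ConS S14 and ConS S15 gave an adjusted p between 0.0547 and 0.141, and thinned libraries, edgeR on the 8 shoot libraries alone or the 28796 genes of highest total count (chosen after seeing the data) also left it uncalled, with 0.0267 to 0.106 over the alternatives. YSL14 (Et_1B_013348) had 0.23 (standard error 0.16, adjusted p = 0.437) in roots and 0.27 (standard error 0.16, adjusted p = 0.235) in shoots, with overlap in both.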

Transcripts of YSL13 and YSL6 were more abundant in ConR than LCR. 

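YSL13 (Et_7A_053172) was 61.1 ± 7.54 CPM in LCR and 41.6 ± 11.1 CPM in ConR, a log2 fold change of 0.56 (standard error 0.22, adjusted p = 0.158) with every LCR library above every ConR library. YSL6 (Et_7A_051270) was 22.5 ± 3 CPM and 21.4 ± 2.6 CPM, a log2 fold change of 0.07 (standard error 0.20, adjusted p = 0.882) with overlapping libraries. Neither gene was called under any alternative.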

Transcripts of *OPT1, OPT4,* and *NRAMP5* were upregulated in LCR relative to LCS, while *NRAMP1* and *NRAMP2* were more abundant in LCS than LCR. 

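OPT4 (Et_1B_013097) was 52.7 ± 6.81 CPM in LCR and 40.2 ± 15.4 CPM in LCS, a log2 fold change of 0.39 (standard error 0.38, adjusted p = 0.434) with overlapping libraries. Nramp1 (Et_5A_041073) was 7.19 ± 5.72 CPM in LCR and 4.11 ± 1.87 CPM in LCS, a log2 fold change of 0.76 (standard error 0.95, adjusted p = 0.557), also with overlap. Nramp2 had a log2 fold change of -1.33 (standard error 0.37, adjusted p = 0.00708), and every LCR library was below every LCS library.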

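YSL12 (Et_7B_055138) was 14.2 ± 3.96 CPM in ConR and 14.4 ± 1.38 CPM in ConS, a log2 fold change of -0.02 (standard error 0.22, adjusted p = 0.94) with overlapping libraries. Its sign was positive without ConR S10 (0.065), ConR S11 (0.097), ConS S14 (0.017) or ConS S15 (0.015), with upper-quartile normalization (0.15), and over the 28796 genes of highest total count (0.058), an alternative chosen after seeing the data. Low Ca2+ raised YSL12 in roots, with a log2 fold change of 1.02 (standard error 0.22, adjusted p = 0.0193) and no overlap, and leaving out any one of LCR S2, LCR S4 and ConR S10 gave an adjusted p between 0.0602 and 0.078. In shoots it rose by 0.85 (standard error 0.22, adjusted p = 0.00861), also without overlap. Low Ca2+ lowered YSL16 in roots, with a log2 fold change of -1.72 and every LCR library below every ConR library. YSL16 was called there with each library left out, with an adjusted p of at most 0.0164. Of the 19 Fe/metal transporters listed in Fig. 5, the number called over all genes was 3 in LCR vs ConR, 9 in LCS vs ConS, 12 in LCR vs LCS and 15 in ConR vs ConS. The number ranged from 1 to 5 in LCR vs ConR with 1 library left out and from 3 to 7 over the other alternatives, and from 3 to 9 in LCS vs ConS with 1 library left out and from 6 to 9 over the other alternatives. The low values are 1 in LCR vs ConR without LCR S2, LCR S4 or ConR S10, and 4 and 3 in LCS vs ConS without LCS S6 and LCS S8. Adjusted over the list alone, which the study chose on these samples, it was 9, 9, 12 and 16.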

Transcripts of *YSL16* is upregulated in ConS than ConR, while YSL12 is upregulated in ConR than ConS (Fig. 5B).

### Calcium signaling genes are differentially regulated by long-term Ca^2+^ treatment

Because Ca^2+^ plays a key role in various abiotic stress signaling, we analyzed whether transcripts of signaling genes respond to long-term Ca^2+^ deficiency. As shown in Fig. 6, many signaling genes, including CBP and CDPKs differentially regulated by Ca^2+^ treatment and between root and shoots. 

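CDPK4 (Et_7A_052314) had a normalized count of 6.13 ± 1.63 CPM in LCR, 15.7 ± 5.26 CPM in LCS, 4.86 ± 1.02 CPM in ConR and 39.1 ± 12 CPM in ConS. Its log2 fold change was -1.37 (standard error 0.28, adjusted p = 0.000605) for LCR vs LCS and -3.0 (standard error 0.27, adjusted p = 5.2e-08) for ConR vs ConS. Among other scalings, filters, depths and tools, CDPK4 in ConR vs ConS moved most with upper-quartile normalization (-2.84), and with 1 library left out it ranged from -3.19 without ConS S16 to -2.86 without ConS S13. CBP6 (Et_9B_066197) had -2.43 (standard error 0.45, adjusted p = 0.000319) and -2.54 (standard error 0.43, adjusted p = 0.000106), and CBP16 (Et_2A_017214) had -1.60 (standard error 0.33, adjusted p = 0.00071) and -2.05 (standard error 0.32, adjusted p = 3.39e-05). For CBP17 (Et_2B_021205) the values were -1.06 (standard error 0.30, adjusted p = 0.00852) and -0.86 (standard error 0.29, adjusted p = 0.0189). Every root library was below every shoot library for these genes at both Ca2+ levels, and each was called with any library left out.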

Transcripts of several genes, including *CDPK4*, *CBP6*, *CBP16,* and *CBP17,* are more abundant in shoots than roots under both Ca^2+^ levels. At the same time, transcripts of several CDPK and CBP, including *CDPK1, CDPK2, CDPK12, CDPK3,* and *CBP15,* were more abundant in the roots of both control and low Ca^2+^ conditions. 

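CDPK2 (Et_9B_064669) had a log2 fold change of 2.89 (standard error 0.32, adjusted p = 3.95e-07) for LCR vs LCS and 3.98 (standard error 0.33, adjusted p = 6.72e-09) for ConR vs ConS, and CDPK1 (Et_9A_062108) of 2.64 (standard error 0.41, adjusted p = 3.42e-05) and 3.06 (standard error 0.40, adjusted p = 3.89e-06). CDPK12 (Et_4A_032792) had 1.45 (standard error 0.15, adjusted p = 3.7e-07) and 3.11 (standard error 0.15, adjusted p = 1.71e-11), CDPK3 (Et_4A_033992) 1.28 (standard error 0.30, adjusted p = 0.00211) and 1.10 (standard error 0.30, adjusted p = 0.00487), and CBP15 (Et_10B_004199) 1.13 (standard error 0.27, adjusted p = 0.00228) and 0.87 (standard error 0.27, adjusted p = 0.0107). Every root library was above every shoot library except for CBP15 in ConR vs ConS, where the groups overlapped. Larger differences than these were found for CBP11 (Et_3A_023424), with 5.79 (standard error 0.36, adjusted p = 4.51e-10) and 8.14 (standard error 0.36, adjusted p = 1.11e-11), and CBP12 (Et_3B_027891), with 5.58 (standard error 0.45, adjusted p = 1.78e-09) and 8.16 (standard error 0.50, adjusted p = 2.04e-11).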

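Between LCR and ConR, the log2 fold change was -0.31 (standard error 0.35, adjusted p = 0.653) for CDPK1, -0.33 (standard error 0.26, adjusted p = 0.5) for CDPK2, 0.18 (standard error 0.30, adjusted p = 0.775) for CDPK3 and 0.27 (standard error 0.27, adjusted p = 0.591) for CBP15, with overlapping libraries for each. CCDSTK1 (Et_4B_036878) had -0.50 (standard error 0.21, adjusted p = 0.179), with every LCR library below every ConR library, and only DESeq2 on the 8 root libraries called it, with an adjusted p of 0.0409 to 0.342 over the alternatives. In ConR S11, CDPK2 was at 19.8 CPM and CDPK3 at 41.7 CPM, against 8.34 to 9.63 CPM and 19.4 to 22.1 CPM in the other ConR libraries. Without S11 the log2 fold change of CDPK2 was 0.047 and that of CDPK3 was 0.51, and neither was called.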

In roots, the expression of *CDPK1, CDPK2, CDPK3, CCDSTK1,* and *CBP15,* is upregulated by Ca^2+^ deficiency. Overall, our findings highlight the differential expression of some signaling genes in response to long-term Ca^2+^ deficiency.

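Of the 35 genes listed in the legend of Fig. 6, the number called over all genes was 5 in LCR vs ConR, 16 in LCS vs ConS, 32 in LCR vs LCS and 34 in ConR vs ConS. The number ranged from 4 to 6 in LCR vs ConR with 1 library left out and from 5 to 9 over the other alternatives, and from 9 to 16 in LCS vs ConS with 1 library left out and from 9 to 16 over the other alternatives. In LCS vs ConS the lowest number was that without LCS S8, and also that of edgeR on the 8 shoot libraries alone. Adjusted over the list alone it was 7, 17, 35 and 35, and the study chose the list on these samples. All 5 genes called in roots were lower in every LCR library than in every ConR library. They were CBP11, with a log2 fold change of -1.95 (standard error 0.29, adjusted p = 0.00267), CBP12 with -1.88 (standard error 0.29, adjusted p = 0.00289), CDPK12 with -1.14 (standard error 0.15, adjusted p = 0.00125), CDPK13 (Et_4B_036955) with -1.07 (standard error 0.17, adjusted p = 0.00321) and CBP1 (Et_1B_010286) with -1.15 (standard error 0.24, adjusted p = 0.0182). For CBP1, leaving out any one of LCR S2, LCR S4 and ConR S10 gave an adjusted p between 0.0581 and 0.0786. In shoots, 6 genes rose and 10 fell, with CBP1 (-1.56 (adjusted p = 0.000147)) and CDPK4 (-1.31 (adjusted p = 0.0018)) among those that fell in every LCS library relative to every ConS library.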

**Figure 6:**
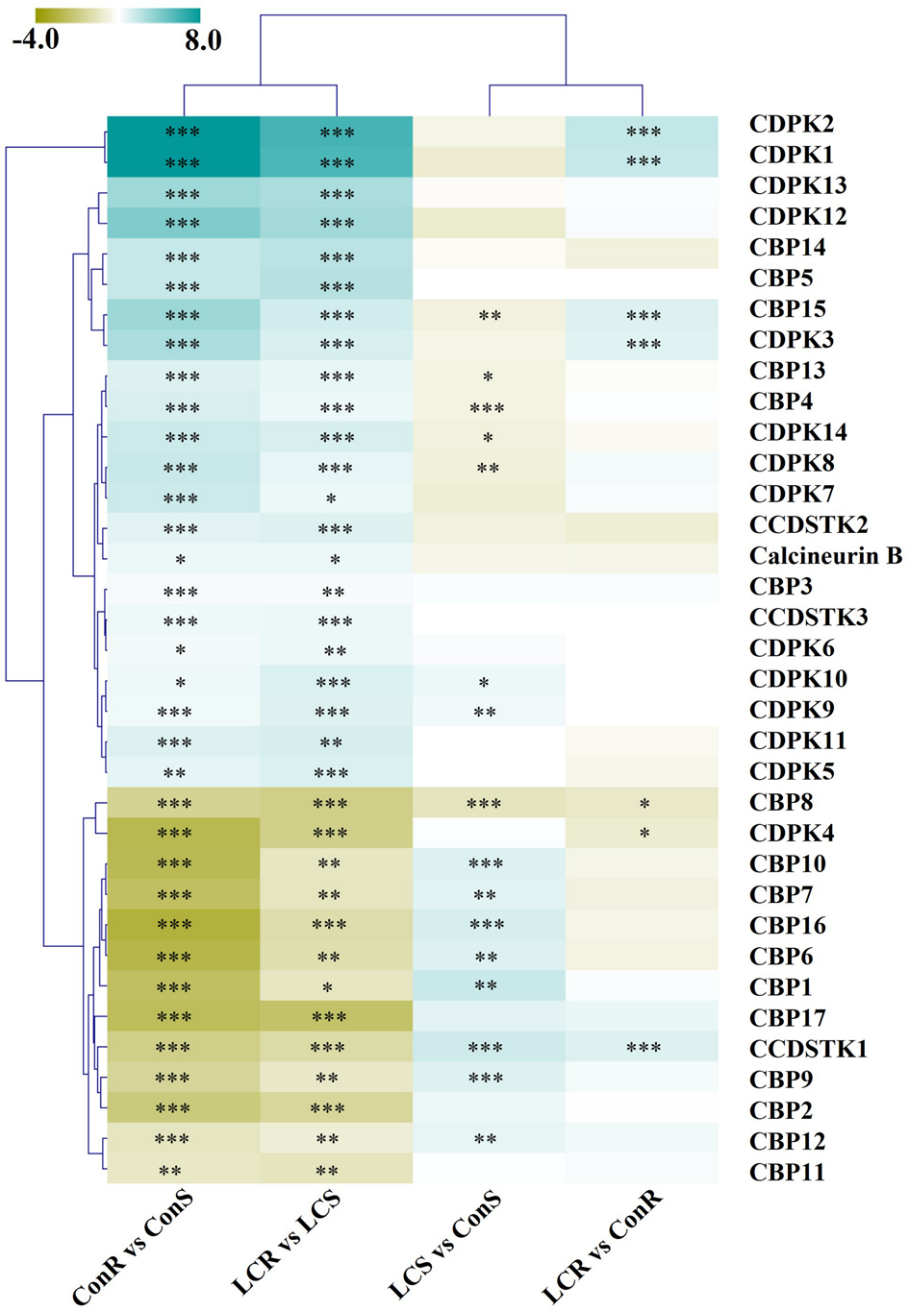
Heatmap of differentially expressed Ca^2+^-signaling genes. Several families of Ca^2+^-signaling genes are differentially regulated between the Ca treatment and root and shoot tissues. CCDSTK, calcium/calmodulin-dependent_serine/threonine-protein_kinase; CBP, calcium-binding_protein; CDPK, calcium-dependent_protein_kinase. Et_8B_060076, Calcineurin B; Et_4B_036878 CCDSTK1; Et_5A_041770, CCDSTK2; Et_5B_044444, CCDSTK3; Et_1B_010286, CBP1; Et_1B_014273, CBP2; Et_9A_062108, CDPK1; Et_9B_064669, CDPK2; Et_4A_033992, CDPK3; Et_7A_052314, CDPK4; Et_7B_054972, CDPK5; Et_2A_018014, CDPK6; Et_5A_040958, CDPK7; Et_5B_043654, CDPK8; Et_10A_000985, CDPK9; Et_10B_003165, CDPK10; Et_1A_008319, CDPK11; Et_4A_032792, CDPK12; Et_4B_036955, CDPK13; Et_5B_045743, CDPK14; Et_9A_063197, CBP3;Et_5B_044570, CBP4; Et_3A_023309, CBP5; Et_9B_066197, CBP6; Et_2B_022523, CBP7; Et_2A_018508, CBP8; Et_6A_046999, CBP9; Et_6B_049755, CBP10; Et_3A_023424, CBP11; Et_3B_027891, CBP12; Et_8A_057679, CBP13; Et_10A_001142, CBP14; Et_10B_004199, CBP15; Et_2A_017214, CBP16; Et_2B_021205, CBP17. The graph was generated using R Software^42^(URL: https://www.R-project.org/).

### Validation of RNA-seq DEGs

To the RNA-seq data, we performed quantitative RT-PCR (qPCR) to analyze the expression of a few DEGs, including *CaE1, CGC2, GLR3.1,* and *CNGC17*. As shown in Fig. 7, we performed Pearson correlation of Log^2^ fold changes in gene expression by RNA-seq and qPCR analysis. A strong positive correlation was observed between the two assays for *CaE1* (R^2^ = 0.9167), *CNGC2* (R^2^ = 9626) and *CaE1* (R^2^ = 9626), while a positive but weak correlation was observed for CNGC17 (R^2^ = 0.1689). These findings validate the RNA-seq data.

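On the RNA-seq side, the mean log2 of the TMM-scaled count plus 1 (SD, n = 4 libraries) of CaE1 was 6.52 ± 0.28 in LCR, 7.89 ± 0.80 in LCS, 4.45 ± 1.02 in ConR and 6.25 ± 0.95 in ConS. For CNGC2 it was 4.62 ± 0.47, 7.82 ± 0.41, 4.22 ± 0.58 and 8.11 ± 0.42 in the same order of groups, and for GLR3.1 it was 3.89 ± 0.44, 10.33 ± 0.84, 3.73 ± 0.48 and 11.68 ± 0.67. CNGC17 varied least between the groups, with 8.6 ± 0.07, 8.61 ± 0.35, 9.14 ± 0.29 and 9.36 ± 0.07. The mean of CNGC17 in ConS, 9.29 with DESeq2's size factors, was the only one that moved by more than 1 SD with another pseudocount or scaling. Only the RNA-seq values were used here, and no correlation with the qPCR was computed.

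**Figure D3:**
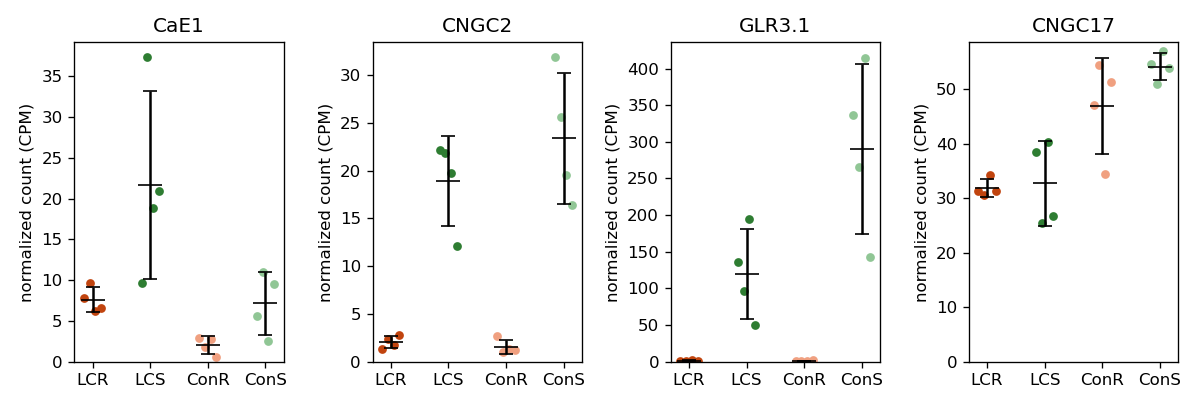
Normalized counts (CPM, vertical axis, from 0) of CaE1, CNGC2, GLR3.1 and CNGC17 in the 4 groups (horizontal axis), a point per library, with a line at the mean and bars of 1 SD. GLR3.1 is near 0 in roots (1.19 CPM in LCR) and highest in ConS (289.9 CPM).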

**Figure 7:**
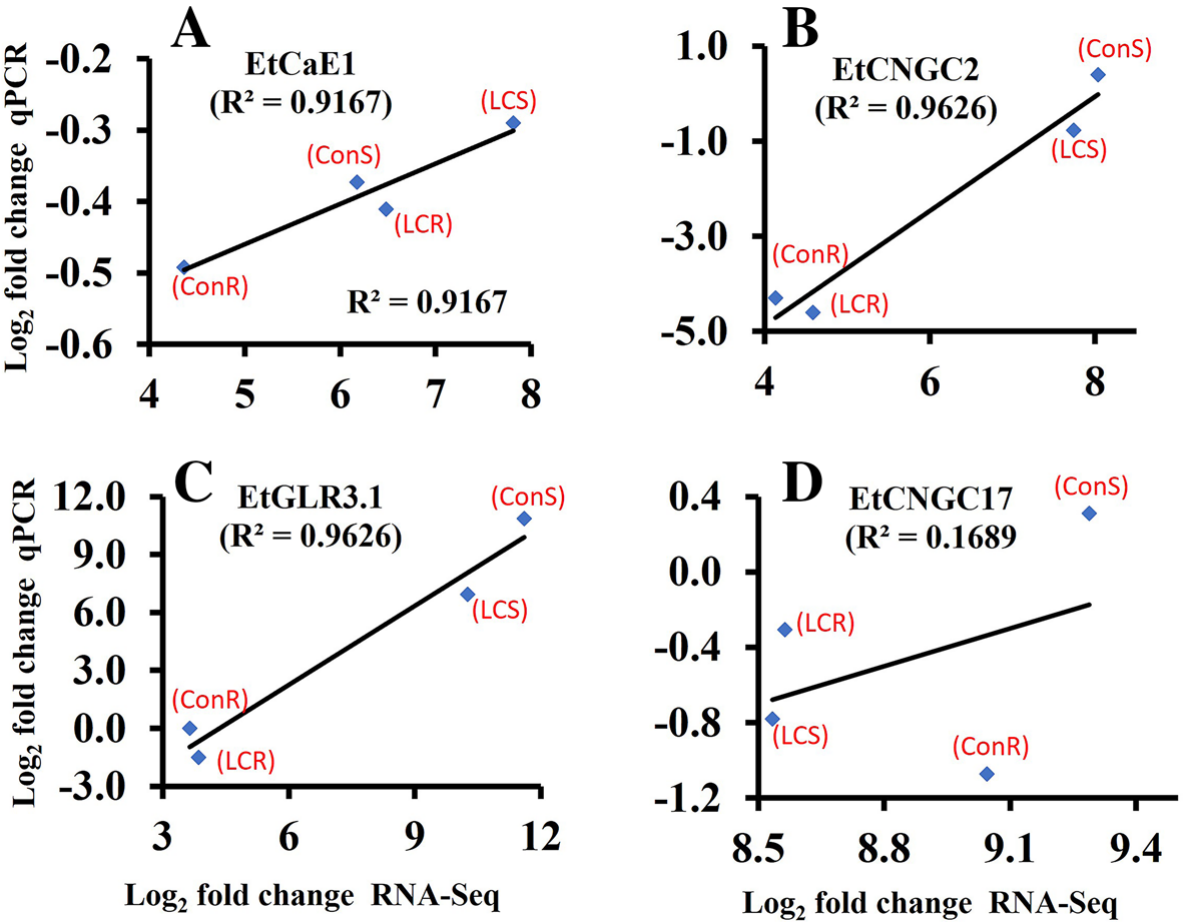
Validation of RNA-seq data by qPCR. Pearson correlation analysis of Log_2_ fold changes of DEGs based on RNA-seq and qPCR analysis. Data points and corresponding treatments (ConR, ConS, LCR and LCS) are shown.

## Discussion

The Chloridoideae subfamily of Poaceae, including tef and finger millet, accumulate higher levels of Ca^+2^ in grains than other cereals^43^. However, the effect of prolonged Ca^2+^ deficiency on their physiology and transcriptome remained unknown. In the present study, we examined the response of tef to prolonger Ca^2+^ deficiency based on agronomic, physiological, and transcriptome changes in plants grown in hydroponics solution under optimum and Ca^2+^ deficient conditions.

Tef plants grown under Ca^2+^ deficient conditions showed typical deficiency symptoms in shoots, including leaf curling, tip necrosis, and growth stunting (Fig. 1A), which is in line with previous reports^44^. We performed the elemental analysis of the shoots and roots to validate our phenotypic analysis. Our findings revealed that prolonged Ca^2+^ deficiency significantly decreased Ca^2+^, K, and Cu content in both the roots and the shoots, and S, Zn, and Mn in the shoots. Interestingly, Fe translocation from roots to shoots is significantly suppressed by Ca^2+^ deficiency. Root Fe content was 2.5-fold higher in roots than in shoots. These suggest that Ca^2+^ deficiency suppresses plant growth by perturbing homeostasis of essential minerals, including macro and micronutrients. Ca^2+^ deficiency is rare in nature but may happen when plants are grown in acidic soil^4^. Although there is no report on the effect of Ca^2+^ deficiency on plant Fe translocation, some studies have reported on the interaction between Ca^2+^ and Fe. A high level of Ca^2+^ has been reported to cause Fe chlorosis by suppressing Fe acquisition in field crops^45^ and decreased Fe uptake in dry bean plants^46^.

To understand the transcriptomic change in response to Ca^2+^ deficiency, we performed RNA-seq using the Illumina HiSeq platform. Our analysis revealed that many transcripts are differentially regulated between control and Ca^2+^ deficient conditions, and between roots and shoots of plants grown under both Ca^2+^ treatments (Figs. 3 and 5). Moreover, our GO analysis highlighted significant enrichment of several Ca^2+^ transporters, signaling genes, those genes with transport activities, ATPase activity, catalytic activities etc. (Fig. 5). Such transcriptomic changes are expected since Ca^2+^ is an integral part of plant cell walls, mineral homeostasis, and signaling^44^.

When plants undergo certain environmental stresses, Ca^2+^ signals are generated, which trigger a rapid rise in cytosolic Ca^+2^ levels^47^. Several protein families are implicated in plants’ Ca^2+^ transport processes, including Ca^2+^-permeable ion channels, Ca^2+^/H^+^ exchangers, and pumps (Ca^2+^-ATPases)^1^. Several Ca^2+^-permeable channels have been implicated in the uptake of Ca^2+^ from the soil solution to plant roots^48^. These include the GLRs, CNGCs, two-pore channels (TPCs), mechanosensitive-like channels (MSLs) etc.^49^. Ca^2+^ pumps are involved in maintaining homeostasis by controlling Ca^2+^ efflux from the cytosol to organelles and/or to the apoplast^50^ . In our dataset, we identified several DEGs including Ca^2+^ uniporters (CaUPs), cation/Ca^2+^ exchangers (CaE), Ca^2+^-transporting ATPases (CaTA) etc. (Fig. 5). 

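Beyond the genes given for ConR vs ConS in the results, CaE1-2 had a log2 fold change of -2.35 (standard error 0.26, adjusted p = 3.8e-07), CaTA10 of -1.31 (standard error 0.38, adjusted p = 0.00727) and TPCaC1 (Et_3A_024662) of -1.43 (standard error 0.35, adjusted p = 0.00209). CaME1 (Et_7A_050701) had -1.13 (adjusted p = 4.65e-05) and CaTA3-1 (Et_4B_037342) -1.01 (adjusted p = 0.000671). Of the pair named CaUP4, Et_7B_055244 had -1.20 (adjusted p = 6.4e-05), while Et_4A_035795 was higher in ConR. Apart from Et_4A_035795, every ConR library was below every ConS library for these genes. For CaTA10, without ConS S15 its adjusted p was 0.0638. The others were called with each library left out.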

Our findings revealed that that the *CaE1-1, CaTA5-1, CaTa9-1, CaE1-2, CaUP6, CaUP3, NaCaE1, CaTA10, CaME1, TPCaC1, CaUP4* and *CaTA3-1* were downregulated in ConR as compared to ConS (Fig. 5A). Whereas CaE1, CaE1-2, CaUP3, and CaTA3 were downregulated in LCR compared to LCS (Fig. 5A). 

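CaE1 had a log2 fold change of -1.52 (standard error 0.44, adjusted p = 0.0093) between LCR and LCS, and the libraries of the groups overlapped. For CaE1, without LCS S6 its adjusted p was 0.0504.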

When the LCS was compared to ConS, the *CaE1* was upregulated, and *CaTA9, CaTA5-1, CaTA9-1, CaUP6,* and *CaTA10* were downregulated. Similarly, when LCR was compared with ConR, the CaUP4 and CaE1 genes were upregulated, and *CaTA5* was downregulated (Fig. 5A). For example, *CaUP2, CaTA5,* and *CaUP4* were more highly expressed in ConR and LCR than ConS and LCS, respectively (Fig. 5A). It was previously reported that Ca^2+^ uniporters play an important role in stress signaling in Arabidopsis^51^. 

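CaTA5 had a log2 fold change of 2.71 (standard error 0.24, adjusted p = 5e-08) for ConR vs ConS and 1.85 (standard error 0.25, adjusted p = 7.29e-06) for LCR vs LCS, with every root library above every shoot library at both Ca2+ levels. CaTA5 was called with each library left out.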

In another study, Ca^2+^ uniporter proteins were implicated in pollen tube germination^52^. As reported in previous studies, Ca^2+^ uniporters play an important role in Ca^2+^ signaling and homeostasis in Arabidopsis^51^ and homologs in mammals play role in Ca^2+^ uptake into the mitochondrial matrix and regulate calcium signaling, aerobic metabolism, and apoptosis^53^. None of these transporters have been isolated and characterized from tef before. However, several homologs have been characterized in other plant species such as Arabidopsis^54^, rice^55^ and apple (*Malus domestica*)^56^.

The CaCA superfamily has been reported to facilitate Ca^2+^ transport against its concentration gradient and enhance the influx of monovalent cations (K^+^, Na^+^, and H^+^)^57^. For example, overexpression of the apple cation/Ca^2+^ exchanger MdCCX1 in transgenic Arabidopsis and apple root cells has been shown to decrease Na^+^ accumulation and ROS levels and increase salt tolerance in transgenic cells^56^. In this study, Ca^2+^ deficiency decreased Ca and K content in roots. Therefore, upregulation of CaE1 in LCR and LCS could be a mechanism by which roots enhance K^+^ or Ca^2+^ acquisition from the external solution or facilitate their distribution between tissues. Transcripts of *CaTA9-1, CaTA5-1, CATA9,* and *CaUP6* are downregulated by Ca^2+^ deficiency in the shoots. The CaTA5 was the only gene among the transporters that was downregulated by Ca^2+^ deficiency in roots. 

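Of the calcium transporters listed in Fig. 5, 5 were lower in LCR than ConR at the threshold over all genes. Besides CaTA5, these were CaTA5-1 with a log2 fold change of -0.89 (standard error 0.14, adjusted p = 0.00289), CaTA9-1 with -0.70 (standard error 0.18, adjusted p = 0.0409), CaTA6 (Et_9A_062174) with -0.67 (standard error 0.17, adjusted p = 0.041) and CaME2 (Et_1B_014429) with -0.66 (standard error 0.16, adjusted p = 0.0354). Every LCR library was below every ConR library for each. CaTA5-1 was called with each library left out. For CaTA9-1, leaving out any one of LCR S1, LCR S2, LCR S3, LCR S4, ConR S9, ConR S10 and ConR S12 gave an adjusted p between 0.0537 and 0.122. For CaTA6, leaving out any one of LCR S1, LCR S2, LCR S3, LCR S4, ConR S9, ConR S11 and ConR S12 gave an adjusted p between 0.0623 and 0.126, and for CaME2, leaving out any one of LCR S1, LCR S2, LCR S4, ConR S9, ConR S10 and ConR S12 gave an adjusted p between 0.0648 and 0.122. With all libraries thinned to the smallest total none of CaTA9-1, CaTA6 and CaME2 was called, and with DESeq2's size factors in edgeR neither CaTA9-1 nor CaTA6 was. The adjusted p over the alternatives was 0.000276 to 0.0658 for CaTA9-1, 0.00671 to 0.0773 for CaTA6 and 0.00462 to 0.0714 for CaME2.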

CaTA5 is a homolog of the plasma membrane Ca^2+^-transporting ATPases (PMCAs), which are high-affinity Ca^2+^-pumps that export Ca^2+^ ions from the cytosol into the extracellular solution^58^. CaTA5 may be a functional Ca^2+^-pump, and its downregulation under Ca^2+^ deficiency could be a strategy to suppress the cytosolic Ca^2+^ export to the extracellular solution. The autoinhibited Ca^2+^-ATPase ACA13 has been implicated in successful pollination in the *Brassicaceae* by exporting pollen to compatible pollen tubes^59^.

This study also identified various Fe/metal transporters, including OPTs, VITs, NRAMPs, and YSLs. All these transporters proteins were differentially expressed in the roots and shoots of low Ca^2+^ and control plants. In Arabidopsis, *Oligopeptide Transporter 1(AtOPT1)* is a major nitrate/oligopeptide transporter family^60^. The Arabidopsis OPT3 is a phloem-specific iron transporter^61^ and its rice counterpart, OsOPT7, has been implicated in Fe loading into the phloem, the long-distance Fe transport, and loading to seeds^62,63^. OPT4 is involved in oligopeptide transport^64^. Furthermore, Arabidopsis *Oligopeptide Transporter 6* (*AtOPT6*) was reported to transport glutathione^65^ and a possible connection between prolonged Ca^2+^ deficiency, redox status, and increased iron transport is a likely scenario as suggested in a recent review^28^. In this study, transcript levels of several transporters such as *OPT1, EtNRAMP5*, *EtVIT5* and *EtYSL2* were upregulated by several folds (Fig. 5B) in the shoot during Ca^2+^ deficiency. Similarly, the *VIT1, YSL16, NRAMP4, YSL9* and *OPT4* were upregulated in both LCR vs. LCS and ConR vs. ConS. 

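In shoots, OPT1 was at 0.983 ± 0.98 CPM in LCS and 0.125 ± 0.105 CPM in ConS, or 40 and 6 reads summed over the group. Its log2 fold change was 2.89 (standard error 0.95, adjusted p = 0.0139) with overlapping libraries. For this gene without LCS S8 its adjusted p was 0.112, and limma-voom did not call it, with 0.00159 to 0.0583 over the alternatives. Nramp5 was at 3.84 ± 2 CPM and 1.3 ± 0.537 CPM, a log2 fold change of 1.58 (standard error 0.40, adjusted p = 0.00711) with overlap. VIT5 had 0.37 (standard error 0.32, adjusted p = 0.426) and YSL2 had 0.23 (standard error 0.38, adjusted p = 0.695), with overlap in both, and no alternative called either. The largest rise among the listed Fe/metal transporters called in shoots was that of OPT4, from 3.98 ± 2.11 CPM to 40.2 ± 15.4 CPM, a log2 fold change of 3.32 (standard error 0.40, adjusted p = 2.81e-05) with every LCS library above every ConS library.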

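For ConR vs ConS, OPT4 was 22.8 ± 14 CPM in ConR, with a log2 fold change of 2.50 (standard error 0.40, adjusted p = 4.94e-05) and every ConR library above every ConS library. OPT4 was called with each library left out.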

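In roots, OPT1 had a log2 fold change of 1.35 (standard error 0.43, adjusted p = 0.0934) and OPT4 of 1.21 (standard error 0.38, adjusted p = 0.0846) between LCR and ConR, with every LCR library above every ConR library. Neither passed the threshold over all genes. Both were called by limma-voom and by edgeR or DESeq2 on the 8 root libraries, and OPT4 also by DESeq2 over all libraries and by edgeR without ConR S11, with an adjusted p over the alternatives of 0.00344 to 0.0965 for OPT1 and 0.00896 to 0.0896 for OPT4. Nramp5 was at 96.1 ± 17.6 CPM in LCR and 229 ± 50.1 CPM in ConR, a log2 fold change of -1.25 (standard error 0.30, adjusted p = 0.0359) with every LCR library below every ConR library, and leaving out any one of LCR S1, LCR S2, LCR S4, ConR S9, ConR S10 and ConR S12 gave an adjusted p between 0.0831 and 0.121. Nramp1 had -1.10 (standard error 0.88, adjusted p = 0.504) with overlap. The interaction of tissue and Ca2+ was 2.83 (adjusted p = 0.00236) for Nramp5.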

The transcripts of *OPT1, NRAMP5,* and *OPT4* were also upregulated, while that of *NRAMP1* and *NRAMP2* were downregulated in the LCR compared to ConR (Fig. 5D). The maize ZmYS1^66^ and rice OsYSL15^67^ import Fe^3+^-phytosiderophore (PS) across the root cell membrane, while the rice OsYSL2 is implicated in the long-distance transport of Fe associated with a PS precursor, nicotianamine (NA)^68^. The role of YSL2 in Fe uptake and distribution has been studied previously in maize^69^ and Arabidopsis^70,71^. The NRAMPs such as AtNRAMP3 and AtNRAMP4 function in transporting Fe out of vacuoles under Fe-limited conditions, while members of the VIT family mediate Fe transport into vacuoles^72^. For example, overexpression of the wheat VIT2 under the control of an endosperm-specific promoter increases Fe content in white flour fractions of wheat^73^. Some of these transporters are not specific to Fe but also transport other minerals, including Zn, Cd, Cu, and Mn^74^. Taken together, differential regulation of several mineral transporters in response to Ca nutrition suggests the involvement of Ca^2+^-signaling in the homeostasis of these minerals. The decrease in root to shoot Fe translocation in this study due to Ca^2+^ deficiency (Fig. 2F) suggests the involvement of Ca^2+^ signaling in Fe homeostasis. Ca^2+^-signaling has been implicated in the homeostasis of minerals such as K^27^. In this regard, Gratz et al.^75^ reported that CIPK11-dependent phosphorylation modulates the activity of FIT (a transcription factor that regulates Fe acquisition), promoting Fe uptake in Arabidopsis. Ca^2+^ promotes the interaction of C2-Domain Protein Enhanced Bending1(EHB1) and the root Fe-regulated transporter IRT1, inhibiting Fe acquisition in Arabidopsis^76^. However, further studies are needed to understand the crosstalk between Fe and Ca nutrition in Ca and Fe-rich cereals such as tef and finger millet.

Our study also revealed that several Ca^2+^-transporting channels were differentially expressed by Ca treatment. Our findings showed that transcripts of the CNGC, including *CNGC2, CNGC4, and CNGC4-2,* were more abundant in the shoots regardless of the Ca treatment (Fig. 5B). This may suggest that the CNCG may be involved in Ca^2+^ distributions in the shoots. The CNGC has lower ion selectivity permeating K^+^, Na^+^ and Ca^2+^ across the plasma membrane. The Arabidopsis genome consists of 20 members of the CNGC, and all the CNGC tested so far transport K^+^, while some members of the CNGC also translocate Ca^2+^^77. ^The *Arabidopsis* CNGC2 and CNGC4 are implicated in pathogen-induced Ca^2+^-signaling^78^. The CNGC2 and CNGC4 have also been implicated in plasma membrane external ATP-activated Ca^2+^ influx in pollen tubes of *Arabidopsis*^79^. 

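Between the tissues, GLR2.8 had a log2 fold change of 2.32 (standard error 0.51, adjusted p = 0.000609) for ConR vs ConS and 3.72 (standard error 0.45, adjusted p = 2.67e-06) for LCR vs LCS. GLR2.9 (Et_2A_018314) was at 9.11 ± 2.1 CPM in ConR and 1.7 ± 0.377 CPM in ConS, with 2.42 (standard error 0.22, adjusted p = 3.52e-08) for ConR vs ConS and 2.25 (standard error 0.23, adjusted p = 1.52e-07) for LCR vs LCS. Every root library was above every shoot library for both genes at both Ca2+ levels.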

As shown in Fig. 5C, *GLR2.8* and *GLR2.9* were significantly upregulated in ConR compared to ConS while *GLR3.4-2, GLR2.7, GLR3.4-1 GLR2.4* and *GLR3.1* were downregulated. Similarly, *GLR2.8* and *GLR2.9* were upregulated in LCR compared to LCS, while *GLR3.4-1, GLR2.4,* and *GLR3.1* were downregulated. In *Arabidopsis,* the GLRs such as GLR 3.1, GLR 3.2, and GLR 3.3 GLR 3.6 have been reported to mediate long-distance Ca^2+^ signaling during wound responses^10^. Heterologous expression of the rice OsGLR2.1 in mammalian cells resulted in Glu-triggered Ca^2+^ increase^30^. Similarly, in the basal land plant mosses (*Physcomitrella patens)*^9^, it has been shown that GLR1 encodes a non-selective ion channel that is permeable to Ca^2+^. Upregulation of *GLR2.8* and *GLR2.9* in roots compared to shoots in this study may suggest their involvement in Ca^2+^ uptake in the roots. Upregulation of *GLR2.8* in LCR compared to ConR may suggest its role in Ca^2+^ acquisition under Ca^2+^-deficient conditions. However, the GLRs which were upregulated in the shoots under both high and low Ca^2+^, such as *GLR3.4-1, GLR2.4,* and *GLR3.1,* may play a role in Ca^2+^ distribution in the shoots, which remains to be studied in the future.

In conclusion, we found that Ca^2+^ deficiency severely inhibits the growth of tef plants by disturbing the homeostasis of some minerals, including Ca, K, Fe, Mn, and Cu. Furthermore, our transcriptomic analysis revealed various genes, including those implicated in Ca^2+^-signaling, Ca^2+^- transporters, and Ca^2+^-permeable channels; Fe and metal transports which were differentially regulated by Ca^2+^ deficiency and/or between root and shoot tissues, suggesting their involvement in Ca^2+^ homeostasis. Heterologous expression and loss-of-function mutations studies of the DEGs identified in this study would elucidate their physiological functions in tef.

## Materials and methods

### Plant materials and growth condition:

We recently performed seed mineral profiling of diverse tef (*Eragrostis tef*) accessions obtained from the USDA-GRIN germplasm collection^43^. We used the accession with the highest seed Ca (1811 mg/kg) content in this study. Tef seeds were sterilized according to a method previously published with slight modifications^80^. Briefly, seeds were soaked in 70% ethanol for one minute, followed by soaking in 1% NaOCl solution containing 0.1% Tween-20 for 10 min with vortexing every 1 min. Subsequently, the seeds were washed with autoclaved high purity water (18.2 MΩ (megaohms)) five times. The seeds were then transferred to a petri-dish with a sterile wet filter paper disc. The plates were incubated in a growth chamber (Conviron, Winnipeg, Canada) for six days under 16 h/8 h day-night cycles at 28 °C. The seedlings were transferred to a modified Hoagland hydroponic solution^81^ in which the Ca(NO_3_)_2_ was replaced with NH_4_NO_3_ to investigate the effect of Ca^2+^. Plants were grown in the media containing either 1 mM Ca^2+^ (optimum or control) or 10 µM (low Ca or Ca-deficient). The nutrient solution was continuously aerated and was renewed every 4 days.

### Plant phenotyping/photography

Images were taken from the plants grown in a hydroponics system after ~ 28 days. Root and shoot dry weight biomass were measured at the end of the prolonged Ca^2+^ deficiency treatment. The measurements were taken for all replicates and mean values were calculated.

### Mineral element analysis

One-month-old tef plants grown in 1/4th-strength Hoagland’s hydroponics solution was analyzed. Roots and shoots were separated and rinsed three times with Milli-Q (18.2 MΩ) water. Before weight measurements, the tissues were oven dried at 65 °C overnight and ground to fine powder using a Waring Laboratory spice blender. Briefly, 500 mg of ground tissue was digested using concentrated HNO_3_ for 30 min in a microwave at 200 °C, and mineral content was analyzed using Inductively Coupled Plasma Optical Emission Spectroscopy (ICP-OES).

### Library construction and RNA sequencing

For RNA extraction, root and shoot samples were ground into powder under liquid nitrogen using a mortar and pestle. Total RNA was isolated using the GeneJET RNA purification kit following manufacturer’s procedure (Thermo Fisher Sci., Waltham, MA). The quality and quantity of the RNA were determined using a Nanodrop (Thermo Fisher Sci, Waltham, MA). mRNA-seq libraries were prepared using NEBNext® Ultra II RNA Library Prep Kit for Illumina (New England Biolab EB, Ipswich. MA) according to the manufacturer’s instructions. For each library, 500 ng total RNA was used. The mRNA-seq libraries were sequenced on an Illumina Hiseq platform using the 150 bp paired-end sequencing strategy.

### RNA-seq data analysis

Data analysis for RNA-Seq was performed by the Bioinformatics Core associated with the Center for Human Health and Environment at North Carolina State University. Quality control of read data was briefly evaluated with FastQC, and alignment trimming was performed using *sickle* with the options − q 12 and − l 15 (version 1.33^82^. Alignment was performed using *hisat2* short read aligner to *Tef* reference genome downloaded from CoGe Comparative Genomics website (V3.1, id59854)^38^. All default parameters were used except *–very-sensitive and –summary-file* options passed to the *hisat2* aligner^83^. The number of reads mapped to a genome feature was determined using *htseq-count* command line script from the *HTSeq* python package^84^ *(-s reverse -a 10 -t exon -I Parent -m union*) and count data was imported to the R statistical computing environment for further analysis^42^. Initially, genes that have no count in at least 4 of the replicate samples were excluded from the analysis, and the remaining 28,796 features were used for downstream analysis. Data normalization based on dispersion and differential analysis were conducted using the DESeq2 package^85^. We fitted a generalized linear model *(*~ *Treatment)* between the expression count. Finally, differential expression analysis was performed between ConR verus LCR, ConS versus LCS, Con R versus ConS, and LCR versus LCS, and differential expressions were identified by applying multiple testing correction using Benjamin-Hockberg procedure^86^.

### Quantitative reverse transcription PCR (qRT-PCR)

To validate the RNA-seq data for representative genes, quantitative real-time reverse transcriptase-polymerase chain reaction (qRT-PCR) was performed using a QuantStudio 3 real-time PCR system and the PowerUP™ SYBR Green pre-formulated 2 × master mix (Applied Biosystems, Foster City, CA). Total RNA was treated with DNase I (Invitrogen, Carlsbad, CA) to remove contaminating genomic DNA before first-strand cDNA synthesis. First-strand cDNA was synthesized using 5 µg of total RNA and the SuperScript® III First-Strand Synthesis System (Thermo Fisher, Waltham, MA) following the manufacturer’s instructions. First-strand cDNA was used in the real-time qRT-PCR reaction containing 2xSYBR Green Master Mix, 500 nM forward, and reverse gene-specific primers in a 20 uL reaction volume. Gene-specific sense and antisense primers 5′-tttggctcctgggactcctaac-3′ and 5′-ggccagattgcagtgtagagtttc-3′ for *GLR3.1*, 5′-tcatcttccatgctgccaaaggc-3′ and 5′-tctccagttgggccattgtgtc-3′ for *CNGC2*, 5′-gcgactcgaggtgtgaatgaagag-3′ and 5′-aatggaacccgccgaacaagac-3′ for *CNGC17,* and 5′-tgctgcaattccagagggcttg-3′ and 5′-tcacagttgtgcaacccaatgtc-3′ were used to amplify *CaE1*. The internal control, eukaryotic elongation factor *(EF1A)* was used as a housekeeping gene and amplified using sense 5′-catcaacatcgtggtcatcg and antisense 5′-gatgcctccaagcttgtaga-3′ primers. Gene expression in the untreated samples were used as a calibrator, and blank (without template) was used as a reference control. The qPCR parameters were as follows: 95^0^C for 30 s, 40 cycles of 95 °C for 10 s, 60 °C for 30 s, and a final incubation at 72 °C for 5 min followed by melting curve analysis. Relative expression levels based on fold changes were calculated using the ΔΔCT method^87^ available with the QuantStudio3 software (Applied Biosystems, Foster City, CA, USA) and in MS-Excel (Microsoft Corp, Seattle, WA).

### Gene annotation

Coding sequences (CDS) of *Eragrostis tef* were annotated by comparing it to the genome sequences of *Setaria italica* (GCF_000263155.2), *Oryza sativa*^88^, and *Sorghum bicolor* (GCF_000003195.3). The CDS of *E. tef* were compared to *S. italica*, *O. sativa,* and *S. bicolor* using Blastx. A CDS was considered significant with *e*-value < 0.00001. Significant hits were first annotated by comparison to *S. italica* (25,876 significant CDS), then to *O. sativa* (873 additional CDS) and *S. bicolor* (483 additional CDS). A total of 94.6% of the CDS of *E. tef* had a significant hit to a CDS of these three genomes, and the corresponding gene annotations were used.

### GO analysis

Go analysis was performed using the agriGO^89^. Signature genes from the RNAseq analysis were used as an INPUT, and significantly enriched pathways and/or families were selected based on molecular function, cellular structure, and biological process category.

### Data analysis

Treatments were replicated four times, and two independent experiments were conducted. Data were analyzed by the one-way ANOVA using the PROC GLM procedure in SAS^90^. After the significant F-tests, the Tukey’s multiple comparisons^92^ were used to separate the means (P ≤ 0.05). Values represent mean ± SD of six (Figs. 1B,C) and four (Fig. 2) biological replicates.

### Statement on ethics and approvals to use tef

Tef is primarily cultivated in East Africa and is becoming popular in several countries including South Africa, Australia, and the U.S. The tef accessions used in this study was obtained from Dr. John Cushman at the University of Nevada Reno. All methods are performed in accordance with relevant guidelines and regulations.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Sequence data files have been stored at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201043.

How the deposited data were processed for this re-analysis (not part of the article)

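Roots and shoots of tef grown hydroponically at 1 mM Ca (control) or 0.01 mM Ca (low Ca2+) were sequenced in 16 libraries, 4 for each of LCR, LCS, ConR and ConS. The authors trimmed the reads, aligned them to the tef draft genome with hisat2 and counted uniquely mapped reads per gene with htseq-count. The deposited table holds these counts as whole numbers for 68255 genes, without normalization, and 64296 genes have a count in at least 1 library. Total counts ran from 6276818 in LCR S1 to 17659238 in ConR S10. The group medians were 9312019 in LCR, 10782122 in LCS, 13354431 in ConR and 14948029 in ConS.

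Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, estimateDisp, glmQLFit and glmQLFTest). The model had a term per group over all 16 libraries, and the 56746 genes with a count above 0 in at least 4 libraries were tested. The paper's methods exclude genes with no count in at least 4 of the replicate samples, which can also be read as the removal of genes at 0 in 4 or more libraries, and that reading (44014 genes) was run as an alternative. DEGs are genes with a Benjamini-Hochberg false discovery rate below 0.05, and the paper's text names no threshold on the fold change. The contrasts were LCR vs ConR, LCS vs ConS, LCR vs LCS and ConR vs ConS, the interaction (LCS vs ConS minus LCR vs ConR), and LCR vs ConS for the CNGCs. Adjusted p-values of single genes are from this edgeR test unless another tool is named. The common dispersion was 0.0817, a biological coefficient of variation of 28.6%. A gene's normalized count is in CPM on TMM-scaled totals. The counts of reads behind it carry sampling error. Intervals given for single genes are from reads summed over the libraries of a group, so they cover counting error only and not the spread between libraries. They treat reads as independent, and the reads have no molecular identifiers to check this.

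The genes named are those listed by identifier in the legends of Fig. 5 and Fig. 6 (109 genes), whose values in the paper's heatmaps had been seen. For LCR vs ConR and for LCS vs ConS, the 2 genes with the largest rise and the 2 with the largest fall were also named, among DEGs with an average log2 CPM of at least 1 and with every low Ca2+ library above (or below) every control library. Principal components were computed on centred log2 CPM with a prior count of 2. For the genes of Fig. 7, log2 of the TMM-scaled count with a pseudocount of 1 was averaged per group.

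The main settings, the alternatives and the rule for naming genes were written down before the data were examined, except for 4 alternatives that were chosen after seeing the data. The alternatives set beforehand were DESeq2's size factors or upper-quartile normalization in edgeR, no filter on low counts, edgeR's filterByExpr (42124 genes), the other reading of the paper's filter, libraries thinned to the smallest total, only the 8 libraries of a comparison, DESeq2 1.42.0 and limma-voom (limma 3.58.1). Other thresholds were an adjusted p below 0.01 or 0.1 and an absolute log2 fold change of at least 1, and each library was left out in turn. The alternatives chosen after seeing the data were an absolute log2 fold change of at least 2 with edgeR and with DESeq2, the 28796 genes with the highest total count, and the removal of the 100 most abundant genes of any group (228 genes). Tables were assembled and figures drawn with Python 3.11.15.

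The edgeR steps were tested on simulated data with the libraries' totals and with dispersions per gene estimated by edgeR. In these data, 200 genes differed 4-fold in a comparison. In LCR vs ConR, edgeR found 109 of them, and 98 of the 112 that were expressed, with 11 false calls (9.17% of its calls, above the 5% set as the threshold). In LCS vs ConS it found 108 and 96 of 112, with 4 false calls (3.57%). DESeq2 made 42 and 30 false calls in the same comparisons (26.9% and 20.7% of its calls), and limma-voom 10 and 11 (9.01% and 9.65%). The simulation draws counts from a negative binomial distribution and so holds no library that stands apart. It also gives each gene the same dispersion in all groups. In the real data, the biological coefficient of variation was 16.9% in LCR, 31.8% in LCS, 28.4% in ConR and 28.7% in ConS. The shares of false calls therefore do not cover this unequal spread. The draw for a comparison was not repeated, and the dispersions came from edgeR, so these shares do not rank the tools.

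Plant growth, mineral contents, qPCR and the GO enrichment were not analysed here, since the counts do not hold these measurements or the GO terms. No genome or annotation was used, so no positions of genes are given.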

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

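The tests of whether ConR S11 is mislabelled and of the depth of LCR S1 were chosen only after the result was seen.

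In 21 of 360 groups of 4 libraries, 1 library lay apart from the other 3, with a gap to the nearest of them, as a share of the group's range, above the critical value of Dixon's test at 0.05. Chance alone gives about 1 in 20, or 18.0 of 360, so the number of such groups is close to what chance gives. For the number of genes detected, LCR S1 had 48896 against 51436 to 51909 in the other LCR libraries (a gap of 0.843 of the range), and it also had the lowest total count of all libraries. With all libraries thinned to that total, the others had 49115 to 49780 and the gap was 0.248 of the range, so lower depth is a candidate explanation of its lower number, and no biological one was tested. The rest are normalized counts of named genes, given as the value of the library, the range of the others and the gap as a share of the range.

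ConS S15 lay apart for Nramp1 (118 CPM against 1.52 to 15.2 CPM, 0.882), CaUP6 (31.2 CPM against 9.42 to 11.9 CPM, 0.887), CaTA10 (389 CPM against 83.2 to 95.5 CPM, 0.960), VIT1 (13 CPM against 5.53 to 6.7 CPM, 0.844) and CBP6 (124 CPM against 34.8 to 39.6 CPM, 0.946). ConS S16 lay apart for CCDSTK1 (23.5 CPM against 36 to 38.3 CPM, 0.848), Et_2B_019596 (4.86 CPM against 0.251 to 0.935 CPM, 0.852), GLR2.4 (11.4 CPM against 13.5 to 13.8 CPM, 0.876) and Et_3A_023112, where its value of 0.076 CPM is a single read and the other ConS libraries are at 0 (1.000). LCS S6 lay apart for CaTA10 (108 CPM against 62.7 to 67 CPM, 0.906) and GLR2.9 (2.2 CPM against 1.76 to 1.82 CPM, 0.872). LCS S5 lay apart for TPCaC1 (31.7 CPM against 8.72 to 11.1 CPM, 0.895). LCR S1 did so for CNGC4-1 (0.566 CPM against 0.175 to 0.234 CPM, 0.850) and CBP17 (5.66 CPM against 3.68 to 3.9 CPM, 0.890), and LCR S3 for CNGC4 (0 CPM against 0.263 to 0.283 CPM, 0.929) and CDPK11 (18.3 CPM against 13.8 to 14.1 CPM, 0.940). The CNGC4 genes in LCR rest on few reads. No other explanation was tested for these values of single genes, neither technical nor biological, and the sample labels name no difference between replicates. The paper mentions independent experiments and does not assign the RNA-seq libraries to them. Without ConS S15, the log2 fold change of CaTA10 in LCS vs ConS was -0.31 and no longer past the threshold.

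ConR S11 lay apart for CDPK2 (19.8 CPM against 8.34 to 9.63 CPM, 0.888), CDPK3 (41.7 CPM against 19.4 to 22.1 CPM, 0.882), CNGC6 (24.9 CPM against 30.5 to 30.9 CPM, 0.934) and Et_7A_050889, which had 1 read in S11 and none in the other ConR libraries (1.000). It is also the library without which the DEGs of LCR vs ConR rise from 1832 to 3533. With the labels of S11 and LCR S3 exchanged, 263 genes pass the threshold, far fewer than with the labels as given, which argues against an exchange of these libraries. Over the genes called without S11, its position between the other ConR libraries (0) and the LCR libraries (1) was 0.537. Each other root library was placed between the rest of its own group (0) and the other group (1), over the genes called without that library. These libraries lay between -0.033 and 0.299, the latter for LCR S3. The gene sets differ, with 3533 genes for S11, 1820 for LCR S3 and 429 to 720 for the others, so the positions are not strictly comparable. Whether S11 is a low Ca2+ library, a mixed sample or a control library with shifted expression cannot be told apart, because it lies midway and 1 library has no replicate to decide it.

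The response to low Ca2+ differed between shoots and roots for 3351 genes by the test of the interaction, 2948 of them more positive in shoots and 403 more positive in roots. Without LCS S7 the number was 5127. Of the genes more positive in shoots, 2776 were upregulated in LCS vs ConS. The share more positive in shoots was 88.0%, and it was 88.23% with all libraries thinned to the smallest total, which argues against the lower depth of the low Ca2+ libraries. With the 100 most abundant genes removed or with other scalings it was at least 85.15%, which argues against a few genes taking most of the counts in control shoots. In 100 regroupings of the Ca2+ labels within each tissue, the real one included, 5 gave as many genes, a share of 0.05, at which this count alone does not exclude chance. The 4 others gave 5587, 5364, 4485 and 3439 genes. In 3 of them the shoot libraries keep the real grouping with the labels swapped, and in the other they do so but for 1 library on each side, while 1 or 2 root libraries on each side are exchanged. These 4 carry most or all of the real difference between the shoot groups and so are no draws without it. The largest number among the rest was 19, with 93 at 0, and in 4 data sets simulated without an effect of Ca2+ edgeR called 0 interaction genes in each, which argues against chance where neither tissue responds. A larger response of shoots to low Ca2+, which the design names, stays open as a hypothesis that was found and tested on the same data.

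Among the listed genes, the interaction was past the threshold for 14 genes, given as the log2 response in shoots minus that in roots. It was 2.83 (adjusted p = 0.00236) for Nramp5, 1.67 (adjusted p = 0.000274) for CDPK12, 1.48 (adjusted p = 0.00152) for CDPK13, -1.66 (adjusted p = 0.00607) for CDPK5, -1.64 (adjusted p = 0.0172) for CDPK4, -1.34 (adjusted p = 0.00363) for CaTA9-1, -1.24 (adjusted p = 0.0139) for CaTA9 and 2.36 (adjusted p = 0.0092) for CBP11, and these calls held with each library left out. Limma-voom did not call CBP11, CBP12, CDPK11, OPT4 and CCDSTK2, with an adjusted p over the alternatives of 0.000719 to 0.0904, 0.00374 to 0.129, 0.00842 to 0.0585, 0.00891 to 0.0659 and 0.00725 to 0.0704. Thinning also lost OPT4, CCDSTK2 and CaTA5-1, no filter on low counts lost CCDSTK2 and CaTA5-1, and DESeq2's size factors in edgeR and the removal of the 100 most abundant genes (chosen after seeing the data) lost CCDSTK2. For CaTA5-1 the adjusted p over the alternatives was 0.000953 to 0.108. For CBP12 it was 2.58 (adjusted p = 0.026), and leaving out either LCS S5 or LCS S8 gave an adjusted p between 0.0518 and 0.0781. For CCDSTK3 it was 0.99 (adjusted p = 0.0214), and leaving out any one of LCS S5, LCS S8 and ConS S14 gave an adjusted p between 0.0519 and 0.0547. For OPT4 it was 2.11 (adjusted p = 0.029), and leaving out any one of LCR S1, LCR S3, LCS S8, ConR S11 and ConS S13 gave an adjusted p between 0.0553 and 0.0689. For CDPK11 it was -1.42 (adjusted p = 0.0354), and leaving out any one of LCR S1, LCR S2, LCR S3, LCR S4, LCS S5, LCS S8, ConR S9, ConR S11, ConR S12 and ConS S15 gave an adjusted p between 0.0512 and 0.0797. For CaTA5-1 it was -0.69 (adjusted p = 0.0432), and leaving out any one of LCR S1, LCR S2, LCR S3, LCS S5, LCS S6, LCS S8, ConR S9, ConR S10, ConR S12, ConS S13, ConS S14 and ConS S15 gave an adjusted p between 0.0577 and 0.0972. For CCDSTK2 it was 0.66 (adjusted p = 0.0432), and leaving out any one of LCR S1, LCR S2, LCR S3, LCR S4, LCS S5, LCS S6, LCS S8, ConR S9, ConR S10, ConR S11, ConS S13, ConS S14, ConS S15 and ConS S16 gave an adjusted p between 0.0633 and 0.0916. No technical explanation was tested for single genes.

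The genes below are outside the families that the paper discusses and were named by the rule on the largest changes. In LCR vs ConR, Et_2B_019596 had a log2 fold change of 4.08 (standard error 0.94, adjusted p = 0.0284), from 446 reads in LCR and 46 in ConR, and leaving out any one of LCR S1, LCR S2, ConR S9, ConR S10 and ConR S12 gave an adjusted p between 0.074 and 0.107. Et_7A_050889 had 3.89 (standard error 1.25, adjusted p = 0.00962) from 15 reads against 1, a ratio of 23.7 with a 95% counting interval of 3.65 to 999, and thinning left it uncalled, with 0.00338 to 0.0836 over the alternatives. Et_5B_044666 had -5.70 (standard error 0.83, adjusted p = 0.00158) and Et_5A_041976 -4.84 (standard error 0.75, adjusted p = 0.00272). In LCS vs ConS, Et_3A_023112 had a log2 fold change of 10.54 (adjusted p = 1.63e-05) from 1921 reads against 1, a ratio of 2320 with a 95% counting interval of 415 to 91600. Et_2B_021878 had 9.99 (adjusted p = 0.000234) from 427 reads against none, and was at least 172-fold higher in LCS against a floor of 3 reads over the ConS group. The counting intervals do not cover the spread between the LCS libraries, which ran from 2.49 to 136 CPM for Et_3A_023112 and from 0.934 to 26.9 CPM for Et_2B_021878, in both with LCS S8 highest. With 1 library left out, the log2 fold change of Et_3A_023112 was 9.08 (without LCS S8) to 12.15 (without ConS S16) and that of Et_2B_021878 was 8.92 (without LCS S8) to 10.39, and limma-voom gave 8.55 and 7.10, so the sizes of these rises are uncertain. Et_8B_059382 had -3.54 (standard error 0.34, adjusted p = 2.41e-06) and Et_8B_059381 -3.37 (standard error 0.42, adjusted p = 1.38e-05). In each case every low Ca2+ library was on one side of every control library, which the rule required. Whether reads shared between genes of the A and B subgenomes, or a variant of the plants against the reference, lie behind these changes was not tested, and a response to Ca2+ stays open beside them.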

How the results depend on the processing

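The alternatives with an absolute log2 fold change of at least 2, the 28796 genes of highest total count and the removal of the 100 most abundant genes were chosen only after the results were seen. Under upper-quartile normalization, no filter on low counts, filterByExpr, the other reading of the paper's filter, an adjusted p below 0.01 with DESeq2 and the removal of the 100 most abundant genes, every count of DEGs in a comparison, of their directions, of shared genes and of interaction genes stayed within 1.5 times the value given. No paired analysis was possible because the replicates of the groups are numbered separately. The interaction could not be fitted on 8 libraries and has no value there. All other alternatives set beforehand were run.

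The other settings moved counts as follows, and the cause was not tested except where a stricter or wider threshold makes it. With DESeq2's size factors in edgeR, the counts that moved were downregulated in both LCR and LCS (160). With all libraries thinned to the smallest total, the counts that moved were downregulated in both LCR and LCS (151). With limma-voom, the counts that moved were DEGs in LCR vs ConR (2976) and upregulated in LCR vs ConR (1975). Over the 28796 genes with the highest total count (chosen after seeing the data), the counts that moved were upregulated in LCS vs ConS (5744), DEGs in LCR vs LCS (15944), downregulated in LCR vs LCS (7902), DEGs in ConR vs ConS (19082), upregulated in ConR vs ConS (10289), downregulated in ConR vs ConS (8793) and interaction genes more positive in shoots (1897). With edgeR on only the 8 libraries of a comparison, the counts that moved were DEGs in LCR vs ConR (4026), upregulated in LCR vs ConR (2450), downregulated in LCR vs ConR (1576), upregulated in both LCR and LCS (986), downregulated in both LCR and LCS (438) and DEGs in all 4 comparisons (856). DESeq2 at an adjusted p below 0.05 gave other counts: DEGs in LCR vs ConR (4636), upregulated in LCR vs ConR (2944), downregulated in LCR vs ConR (1692), upregulated in both LCR and LCS (1349), downregulated in both LCR and LCS (700), DEGs in all 4 comparisons (1234), genes with an interaction (5199) and interaction genes more positive in roots (1159). With DESeq2 on only the 8 libraries, the counts that moved were DEGs in LCR vs ConR (6526), upregulated in LCR vs ConR (3746), downregulated in LCR vs ConR (2780), upregulated in both LCR and LCS (1685), downregulated in both LCR and LCS (977), DEGs in all 4 comparisons (1553) and listed genes called, LCR vs ConR (31). At an adjusted p below 0.1 with DESeq2, the counts that moved were DEGs in LCR vs ConR (7038), upregulated in LCR vs ConR (4332), downregulated in LCR vs ConR (2706), downregulated in LCS vs ConS (8144), upregulated in both LCR and LCS (2165), downregulated in both LCR and LCS (1290), DEGs in all 4 comparisons (2216), genes with an interaction (7145), interaction genes more positive in shoots (5196) and interaction genes more positive in roots (1949). Requiring an absolute log2 fold change of at least 1 with DESeq2, the counts that moved were upregulated in LCR vs ConR (1803), downregulated in LCR vs ConR (502), DEGs in LCS vs ConS (9690), downregulated in LCS vs ConS (1363), upregulated in both LCR and LCS (788), downregulated in both LCR and LCS (61) and interaction genes more positive in roots (798). The same requirement with edgeR gave DEGs in LCR vs ConR (1219), downregulated in LCR vs ConR (365), DEGs in LCS vs ConS (9434), downregulated in LCS vs ConS (1342), downregulated in both LCR and LCS (43) and DEGs in all 4 comparisons (243). At a false discovery rate below 0.01 with edgeR, the counts that moved were DEGs in LCR vs ConR (311), upregulated in LCR vs ConR (183), downregulated in LCR vs ConR (128), DEGs in LCS vs ConS (7592), upregulated in LCS vs ConS (5783), downregulated in LCS vs ConS (1809), upregulated in both LCR and LCS (52), downregulated in both LCR and LCS (23), DEGs in all 4 comparisons (41), genes with an interaction (1370), interaction genes more positive in shoots (1286) and interaction genes more positive in roots (84). An absolute log2 fold change of at least 2 with edgeR (chosen after seeing the data) gave DEGs in LCR vs ConR (304), upregulated in LCR vs ConR (181), downregulated in LCR vs ConR (123), DEGs in LCS vs ConS (5427), upregulated in LCS vs ConS (5285), downregulated in LCS vs ConS (142), DEGs in LCR vs LCS (12579), upregulated in LCR vs LCS (5274), downregulated in LCR vs LCS (7305), DEGs in ConR vs ConS (16367), upregulated in ConR vs ConS (9319), downregulated in ConR vs ConS (7048), upregulated in both LCR and LCS (49), downregulated in both LCR and LCS (3), higher in roots at both Ca2+ levels (4599), lower in roots at both Ca2+ levels (5404), DEGs in all 4 comparisons (16) and interaction genes more positive in roots (119). The same limit of 2 with DESeq2 (also chosen after seeing the data) gave DEGs in LCR vs ConR (433), upregulated in LCR vs ConR (299), downregulated in LCR vs ConR (134), DEGs in LCS vs ConS (5406), upregulated in LCS vs ConS (5293), downregulated in LCS vs ConS (113), DEGs in LCR vs LCS (12150), upregulated in LCR vs LCS (5224), downregulated in LCR vs LCS (6926), DEGs in ConR vs ConS (15778), upregulated in ConR vs ConS (8965), downregulated in ConR vs ConS (6813), upregulated in both LCR and LCS (81), downregulated in both LCR and LCS (3), higher in roots at both Ca2+ levels (4633), lower in roots at both Ca2+ levels (5352), DEGs in all 4 comparisons (26) and interaction genes more positive in roots (201). The 28796 genes are fewer than the genes tested, and a fit of 8 libraries estimates the spread from fewer groups.

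Leaving out 1 library moved the counts of LCR vs ConR most, and why was not tested beyond the tests of ConR S11 given above. DEGs in LCR vs ConR ranged from 429 to 3533, and moved by over 1.5 times to 513 without LCR S1, 429 without LCR S2, 430 without LCR S4, 720 without ConR S9, 681 without ConR S10, 3533 without ConR S11, 567 without ConR S12. Upregulated in LCR vs ConR ranged from 259 to 1948, and moved by over 1.5 times to 298 without LCR S1, 259 without LCR S2, 264 without LCR S4, 416 without ConR S9, 379 without ConR S10, 1948 without ConR S11, 307 without ConR S12. Downregulated in LCR vs ConR ranged from 166 to 1585, and moved by over 1.5 times to 215 without LCR S1, 170 without LCR S2, 166 without LCR S4, 304 without ConR S9, 302 without ConR S10, 1585 without ConR S11, 260 without ConR S12. Upregulated in both LCR and LCS ranged from 106 to 932, and moved by over 1.5 times to 109 without LCR S1, 106 without LCR S2, 107 without LCR S4, 159 without ConR S9, 155 without ConR S10, 932 without ConR S11, 125 without ConR S12. Downregulated in both LCR and LCS ranged from 38 to 624, and moved by over 1.5 times to 48 without LCR S1, 38 without LCR S2, 40 without LCR S4, 409 without LCS S7, 80 without ConR S9, 77 without ConR S10, 624 without ConR S11, 58 without ConR S12, 164 without ConS S13. DEGs in all 4 comparisons ranged from 105 to 876, and moved by over 1.5 times to 107 without LCR S1, 108 without LCR S2, 105 without LCR S4, 161 without ConR S9, 166 without ConR S10, 876 without ConR S11, 144 without ConR S12. Interaction genes more positive in roots ranged from 203 to 923, and moved by over 1.5 times to 266 without LCR S1, 221 without LCR S2, 203 without LCR S4, 923 without LCS S7, 250 without LCS S8, 246 without ConR S9, 258 without ConS S13, 610 without ConS S16. Listed genes called, LCR vs ConR ranged from 8 to 21, and moved by over 1.5 times to 11 without LCR S1, 8 without LCR S2, 8 without LCR S4, 10 without ConR S9, 9 without ConR S10, 10 without ConR S12. Downregulated in LCS vs ConS ranged from 2588 to 6239, and moved by over 1.5 times to 3096 without LCS S6, 2588 without LCS S8. Genes with an interaction ranged from 2417 to 5127, and moved by over 1.5 times to 5127 without LCS S7. DEGs in LCS vs ConS ranged from 9463 to 16611, and moved by over 1.5 times to 9463 without LCS S8. Of the 1832 genes called with all libraries, 428 remained among the genes called without LCR S2 and 1640 among those called without ConR S11. The genes found in LCR vs ConR alone (123) ranged from 7 without LCR S2 to 247 without ConR S11, and from 10 at a false discovery rate below 0.01 to 760 with DESeq2 on only the 8 libraries. Those found in LCS vs ConS alone (2190) fell to 1027 without LCS S8, and those found in ConR vs ConS alone (5204) were 3369 with filterByExpr. Over the 28796 genes of highest total count (chosen after seeing the data), those found alone in LCS vs ConS, LCR vs LCS (2158 with all genes) and ConR vs ConS were 1283, 967 and 2258, and with DESeq2 and an absolute log2 fold change of at least 2 (also chosen after) 937, 1178 and 3230. Genes upregulated in LCR vs ConR and not in LCS vs ConS (598) ranged from 153 without LCR S2 to 1016 without ConR S11. In shoots 9346 of 14619 remained without LCS S8.

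For single genes, 203 log2 fold changes were followed over the alternatives, not all of them printed here. Of these, 163 passed the threshold and 131 did so with each library left out. The other 32 were lost without at least 1 library. Of all values of these genes under the alternatives, 3885 kept their direction and side of the threshold, 185 were no longer past it, 26 came past it and 16 changed sign. All that changed sign were values not past the threshold, and the cause was not tested. YSL12 in ConR vs ConS was 0.15 with upper-quartile normalization, 0.058 over the 28796 genes (chosen after seeing the data), 0.065 without ConR S10, 0.097 without ConR S11, 0.017 without ConS S14 and 0.015 without ConS S15, and ranged from -0.20 to 0.10 with a library left out. CNGC4-2 in LCS vs ConS was 0.24 with thinned libraries, 0.037 over the 28796 genes (chosen after seeing the data), 0.047 without LCS S5 and 0.046 without ConS S14, and ranged from -0.15 to 0.05 with a library left out. CaTA3 (Et_4A_033710) in LCR vs LCS was -0.048 with thinned libraries, -0.045 without LCR S2, -0.074 without LCR S3 and -0.0011 without LCS S5, and ranged from -0.07 to 0.17 with a library left out. GLR3.1 in LCR vs ConR was -0.12 without LCR S3, and ranged from -0.12 to 0.34 with a library left out. CDPK2 in LCR vs ConR was 0.047 without ConR S11, and ranged from -0.46 to 0.05 with a library left out.

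The share of upregulated genes among the DEGs stayed above 50% for LCR vs ConR and LCS vs ConS under every setting tried. Values given without a test moved in these cases. The mean log2 count of CNGC17 in ConS was 9.29 with DESeq2's size factors. The second principal component held 1.30% of the variance over the 500 genes of highest variance. Genes detected with a count of at least 10 numbered 37079 in LCR, 36860 in LCS, 38663 in ConR and 34280 in ConS on average. Genes detected with any count numbered 50925, 50786, 51292 and 48912 in the same order, and after thinning 49384, 48174, 47757 and 44208. Of the 200 genes changed 4-fold in simulated data, edgeR recovered 109 in LCR vs ConR and 108 in LCS vs ConS, and of the 112 expressed ones 98 and 96.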

Differences from the paper's values

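Settings here are the alternatives set before the data were examined, unless a sentence says otherwise. The paper counted DEGs with DESeq2, and the values here are from edgeR. A count differs where it is more than 1.5 times the other. The count of DEGs found only in LCR vs ConR (123) does not differ in this sense from the paper's 85, but only 5 of 23 settings lie within 1.5 times the paper's value and 18 do not, with 7 to 247 when 1 library is left out and 760 with DESeq2 on only the 8 libraries. The paper's text gives its 13504 and 1886 DEGs for ConR against LCR, and they are set here against ConR vs ConS, which it lists among its comparisons. The paper writes the number of genes upregulated under low Ca2+ in roots and shoots with a point where its other numbers have a comma, and 10086 were found here. The paper gives 28796 genes after its filter, and 56746 were tested here, with 64296 under no filter, 44014 under the other reading of the filter and 42124 under filterByExpr, the only one within 1.5 times the paper's.

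The paper gives 824 DEGs in LCR vs ConR, and 1832 were found here, with a value within 1.5 times the paper's under edgeR with an absolute log2 fold change of at least 1 (1219), omission of ConR S9 (720), omission of ConR S10 (681) and omission of ConR S12 (567) and under none of the other 19 settings. The paper gives 5420 DEGs in LCS vs ConS, and 14619 were found here, with a value within 1.5 times the paper's under edgeR at a false discovery rate below 0.01 (7592) and under none of the other 22 settings. The paper gives 10752 DEGs in LCR vs LCS, and 24218 were found here, with no value within 1.5 times the paper's under any of the 23 settings. The paper gives 13504 DEGs in ConR vs ConS, and 29739 were found here, with no value within 1.5 times the paper's under any of the 23 settings. The paper gives 531 DEGs found only in LCS vs ConS, and 2190 were found here, with no value within 1.5 times the paper's under any of the 23 settings. The paper gives 532 DEGs found only in LCR vs LCS, and 2158 were found here, with no value within 1.5 times the paper's under any of the 23 settings. The paper gives 1886 DEGs found only in ConR vs ConS, and 5204 were found here, with no value within 1.5 times the paper's under any of the 23 settings. The paper gives 249 DEGs in all 4 comparisons, and 463 were found here, with a value within 1.5 times the paper's under edgeR with an absolute log2 fold change of at least 1 (243), omission of LCS S6 (349), omission of ConR S10 (166), omission of ConS S13 (314) and omission of ConS S14 (337) and under none of the other 26 settings. The paper gives 366 genes upregulated only in LCR vs ConR, not LCS vs ConS, and 598 were found here, with a value within 1.5 times the paper's under edgeR with an absolute log2 fold change of at least 1 (521), omission of ConR S9 (257) and omission of ConS S14 (525) and under none of the other 28 settings. The paper gives 4009 genes upregulated only in LCS vs ConS, not LCR vs ConR, and 9009 were found here, with a value within 1.5 times the paper's under edgeR at a false discovery rate below 0.01 (5731) and under none of the other 30 settings. The paper gives 279 genes upregulated in both LCR vs ConR and LCS vs ConS, and 479 were found here, with a value within 1.5 times the paper's under edgeR with an absolute log2 fold change of at least 1 (333), omission of LCS S6 (371), omission of ConS S13 (344) and omission of ConS S14 (350) and under none of the other 27 settings.

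The paper gives 1279 genes downregulated in LCR or LCS against control, and 5635 were found here, with a value within 1.5 times the paper's under DESeq2 with an absolute log2 fold change of at least 1 (1804), edgeR with an absolute log2 fold change of at least 1 (1664) and edgeR at a false discovery rate below 0.01 (1914) and under none of the other 28 settings. The paper gives 179 genes downregulated in LCR vs ConR, and 755 were found here, with a value within 1.5 times the paper's under edgeR at a false discovery rate below 0.01 (128), omission of LCR S1 (215), omission of LCR S2 (170), omission of LCR S4 (166) and omission of ConR S12 (260) and under none of the other 18 settings. The paper gives 1132 genes downregulated in LCS vs ConS, and 5131 were found here, with a value within 1.5 times the paper's under DESeq2 with an absolute log2 fold change of at least 1 (1363) and edgeR with an absolute log2 fold change of at least 1 (1342) and under none of the other 21 settings. The paper gives 32 genes downregulated in both LCR vs ConR and LCS vs ConS, and 251 were found here, with a value within 1.5 times the paper's under edgeR with an absolute log2 fold change of at least 1 (43), edgeR at a false discovery rate below 0.01 (23), omission of LCR S1 (48), omission of LCR S2 (38) and omission of LCR S4 (40) and under none of the other 26 settings. The paper gives 7045 genes upregulated in roots in either tissue comparison, and 17719 were found here, with no value within 1.5 times the paper's under any of the 31 settings. The paper gives 4833 genes upregulated in LCR vs LCS, and 11355 were found here, with no value within 1.5 times the paper's under any of the 23 settings. The paper gives 6670 genes upregulated in ConR vs ConS, and 16301 were found here, with no value within 1.5 times the paper's under any of the 23 settings. The paper gives 4458 genes upregulated in both LCR vs LCS and ConR vs ConS, and 9937 were found here, with no value within 1.5 times the paper's under any of the 31 settings. The paper gives 7430 genes downregulated in roots in either tissue comparison, and 16224 were found here, with no value within 1.5 times the paper's under any of the 31 settings. The paper gives 6192 genes downregulated in LCR vs LCS, and 12863 were found here, with no value within 1.5 times the paper's under any of the 23 settings. The paper gives 6834 genes downregulated in ConR vs ConS, and 13438 were found here, with a value within 1.5 times the paper's under DESeq2 with an absolute log2 fold change of at least 1 (10237) and under none of the other 22 settings. The paper gives 5596 genes downregulated in both LCR vs LCS and ConR vs ConS, and 10077 were found here, with a value within 1.5 times the paper's under DESeq2 with an absolute log2 fold change of at least 1 (7934), edgeR with an absolute log2 fold change of at least 1 (7985) and edgeR at a false discovery rate below 0.01 (8109) and under none of the other 28 settings.

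Under edgeR with an absolute log2 fold change of at least 2, chosen after seeing the values, 79 of the 116 directions that the paper states for named genes are not called, including 38 that the same tool calls without this limit, and the counts within 1.5 times the paper's were DEGs in LCS vs ConS (5427), DEGs in LCR vs LCS (12579), DEGs in ConR vs ConS (16367), genes upregulated only in LCS vs ConS, not LCR vs ConR (5236), genes downregulated in LCR vs ConR (123), genes upregulated in roots in either tissue comparison (9994), genes upregulated in LCR vs LCS (5274), genes upregulated in ConR vs ConS (9319), genes upregulated in both LCR vs LCS and ConR vs ConS (4599), genes downregulated in roots in either tissue comparison (8949), genes downregulated in LCR vs LCS (7305), genes downregulated in ConR vs ConS (7048) and genes downregulated in both LCR vs LCS and ConR vs ConS (5404). Under DESeq2 with an absolute log2 fold change of at least 2, chosen after seeing the values, 79 of the 116 directions that the paper states for named genes are not called, including 39 that the same tool calls without this limit, and the counts within 1.5 times the paper's were DEGs in LCS vs ConS (5406), DEGs in LCR vs LCS (12150), DEGs in ConR vs ConS (15778), DEGs found only in LCR vs ConR (72), genes upregulated only in LCS vs ConS, not LCR vs ConR (5212), genes downregulated in LCR vs ConR (134), genes upregulated in roots in either tissue comparison (9556), genes upregulated in LCR vs LCS (5224), genes upregulated in ConR vs ConS (8965), genes upregulated in both LCR vs LCS and ConR vs ConS (4633), genes downregulated in roots in either tissue comparison (8387), genes downregulated in LCR vs LCS (6926), genes downregulated in ConR vs ConS (6813) and genes downregulated in both LCR vs LCS and ConR vs ConS (5352). Over the 28796 genes of highest total count, chosen after seeing the values, 44 of the 116 directions are not called, including 3 that edgeR calls over all genes tested, and the counts within 1.5 times the paper's were DEGs in LCR vs LCS (15944), DEGs in ConR vs ConS (19082), DEGs found only in ConR vs ConS (2258), genes upregulated only in LCS vs ConS, not LCR vs ConR (5099), genes downregulated in roots in either tissue comparison (9743), genes downregulated in LCR vs LCS (7902), genes downregulated in ConR vs ConS (8793) and genes downregulated in both LCR vs LCS and ConR vs ConS (6952).

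Over 116 directions that the paper's text states for genes named in Fig. 5 and Fig. 6 (without the CNGCs it calls not significant in shoots, with the results section taken where the discussion gives the opposite, the first statement taken where a section gives both, and with CaUP4 and CaTA3 taken as 1 gene each), the sign here was the same for 87 and the gene was called in that direction for 75 and in the opposite one for 20. For 13 of these 20 the paper also states the direction found here, in OPT1 and Nramp5 for LCR vs LCS within its results and otherwise in its discussion. For LCR vs ConR, 4 of 19 were called in the stated direction, for LCS vs ConS 9 of 13, for LCR vs LCS 25 of 38 and for ConR vs ConS 37 of 46. The 4 CNGCs left out, which the paper gives as higher in LCS, all had the opposite sign. The list of stated directions was drawn up after the values were seen. DESeq2 over all libraries called 76 of the 116, and on the 8 libraries of each comparison 77. The stated tissue differences of CNGCs, GLRs and signaling genes in ConR vs ConS (6, 7 and 9) were all called in the stated direction, as were 14 of 14 of calcium transporters.

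The paper states that VIT5, VIT1, OPT1, Nramp5, YSL16, Nramp4, YSL9 and YSL2 are higher in shoots than in roots at both Ca2+ levels, and each was higher in roots here, from 2.11 (Nramp4) to 7.54 (YSL16) in ConR vs ConS and with the same sign in LCR vs LCS. Its discussion gives VIT1, YSL16, Nramp4 and YSL9 as upregulated in roots, the direction found here. It also gives OPT4 as higher in roots at both Ca2+ levels, which here had 0.39 (adjusted p = 0.434) for LCR vs LCS and 2.50 (adjusted p = 4.94e-05) for ConR vs ConS. OPT1 and Nramp5 are given elsewhere in its results as higher in LCR than LCS, the direction found here. The paper gives CaE1-2, CaUP3 and CaTA3 as more abundant in LCR than in LCS in its results and as lower in LCR in its discussion, and they had -1.94, -1.82 and -1.84 (CaTA3, Et_7B_054771) here, with 0.03 for the other gene named CaTA3. CaUP4, stated as higher in LCR than LCS, had 4.34 for Et_4A_035795 and -1.10 for Et_7B_055244, and in ConR vs ConS, where the paper gives CaUP4 both ways, the former was higher and the latter lower in roots. YSL12 is given as higher in ConR than ConS, and the value here was -0.02 (adjusted p = 0.94). Nramp1 is stated to be higher in LCS than LCR, and had 0.76 (adjusted p = 0.557).

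For low Ca2+ in roots, the paper states that Nramp5 rises and the value here was -1.25 (adjusted p = 0.0359). OPT1 and OPT4, stated to rise, had 1.35 (adjusted p = 0.0934) and 1.21 (adjusted p = 0.0846). Both were called by limma-voom and by edgeR or DESeq2 on the 8 root libraries, and OPT4 by DESeq2 over all libraries and by edgeR without ConR S11. CaUP4 (Et_4A_035795) had 0.85 (adjusted p = 0.165) and was called by DESeq2 on the 8 root libraries. Nramp2, stated to fall, had -0.94 (adjusted p = 0.159) and was called by edgeR or DESeq2 on the 8 root libraries. Nramp1 and Nramp3, stated to fall, had -1.10 (adjusted p = 0.504) and -0.18 (adjusted p = 0.658). YSL14, YSL13 and YSL6, stated to fall, had 0.23 (adjusted p = 0.437), 0.56 (adjusted p = 0.158) and 0.07 (adjusted p = 0.882). CDPK1, CDPK2, CDPK3, CCDSTK1 and CBP15, stated to rise, had -0.31 (adjusted p = 0.653), -0.33 (adjusted p = 0.5), 0.18 (adjusted p = 0.775), -0.50 (adjusted p = 0.179) and 0.27 (adjusted p = 0.591), and DESeq2 on the 8 root libraries called CCDSTK1 as lower. CaTA5 is given as the only transporter lower in roots, and CaTA5-1 (-0.89), CaTA9-1 (-0.70), CaTA6 (-0.67) and CaME2 (-0.66) were also called here beside CaTA5 (-1.80). CaE1, CaE1-1 and GLR2.8 were called as higher in LCR, as the paper states.

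For low Ca2+ in shoots, CaUP6, stated to fall, had -0.92 (adjusted p = 0.0937), and YSL14, also stated to fall, had 0.27 (adjusted p = 0.235). VIT5 and YSL2, stated to rise, had 0.37 (adjusted p = 0.426) and 0.23 (adjusted p = 0.695). CaUP6 was called without LCS S6, with -1.46 (adjusted p = 0.0109), and no setting called the others. CNGC2, CNGC4, CNGC4-1 and CNGC4-2 are given as higher in LCS without significance, and had -0.30, -0.13, -0.19 and -0.04, none of them called. The paper states that the CNGCs do not differ between LCR and ConS, and 10 of 11 did here, with the last, CNGC17-20, called under other scalings, under stricter filters, with thinned libraries, without LCR S2 and by DESeq2. Of the 10, CNGC1-1, CNGC6 and CNGC17-1 were lost with upper-quartile normalization, CNGC6 also with DESeq2's size factors, no filter or the other reading of the filter, and CNGC17-1 also with thinned libraries, and all 3 were lost without LCR S1. CaE1, CaTA9, CaTA5-1, CaTA9-1, CaTA10, Nramp2, Nramp3, OPT1 and Nramp5 were called in the stated direction. In Fig. 6, read by eye, CDPK11, CDPK5, CBP11 and CBP12 are drawn in the other direction between the tissues from the values here (-2.44, -2.64, 8.14 and 8.16 for ConR vs ConS), and the other signaling genes in the direction found here.

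In Table S1, the library of ConR with 31622709 input reads is given 19994776 uniquely mapped reads, which are 63.2% of its reads, beside a stated 86.95%. The number of uniquely mapped reads equals that of the last LCS library in the table.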

Other observations

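The tests of RNA of the other tissue behind the lower number of root-shoot DEGs, of shoot reads in root libraries and of strand-specific counting were chosen only after the results were seen.

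Fewer genes differed between roots and shoots under low Ca2+ than under control Ca2+, 24218 against 29739, a ratio of 0.814. With all libraries thinned to the same total the ratio was 0.853, which argues against lower depth of the low Ca2+ libraries as the whole cause. In 4 data sets simulated with the depths of these libraries and no effect of Ca2+, the numbers were 26296 to 26336 and 27372 to 27469. The SD of the log2 fold changes over 34750 expressed genes was also smaller under low Ca2+, by a ratio of 0.858 (0.841 to 0.887 with each library left out). This SD does not decide on a larger spread between low Ca2+ libraries, which could lower the number of calls without narrowing the fold changes. The biological coefficient of variation was 31.8% in LCS against 28.7% in ConS, but 16.9% in LCR against 28.4% in ConR. The fall was mostly in genes higher in roots, 11355 against 16301, a ratio of 0.697 (0.605 to 0.765 with each library left out), and less in genes higher in shoots, with a ratio of 0.957 (0.884 to 1.02). Shoot RNA in the LCR libraries would act on the genes higher in shoots, and the 50 most abundant shoot-specific genes, 49 of which rose in LCR, allow a share of 0.262% (their 90th percentile), which would hardly dilute the genes higher in roots, so it is argued against as the whole cause. Root RNA in the LCS libraries would lower the number of genes higher in roots, but it would raise root-specific genes alike, and only 36 of the 50 most abundant ones rose in LCS, and their log2 fold changes had an SD of 0.787 where their standard error was 0.345. A smaller difference between the tissues under low Ca2+ may be biological, as a hypothesis found and tested on the same data. Gene by gene, the change in the tissue difference is the interaction given above with its sign reversed. Of the 2948 interaction genes more positive in shoots, 2424 were higher in roots of control plants. The interaction, the smaller tissue difference and the root-higher genes that rose in LCS are thus not independent results.

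More genes rose than fell in LCS vs ConS (64.9%). The lowest share with the 100 most abundant genes removed or with other scalings was 60.12%, and with thinned libraries it was 67.01%, so neither a few abundant genes in control shoots nor the lower depth of LCS brought it to 50%. No biological explanation was tested.

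Of the genes upregulated in LCS vs ConS, 64.6% were higher in roots than in shoots of control plants, against 28.7% of all genes tested. Both comparisons use the ConS libraries, but with different ConS libraries for each the share was at least 56.73%, with 23.4% to 25.2% among all genes. A low level in control shoots does not give it either, since among all genes drawn at the same level in ConS 33.3% were higher in roots. Of the genes downregulated in LCS, 67.2% were higher in shoots, against 44.9% at the same level and 23.7% of all genes, and with different ConS libraries for each comparison the share was 56.7% to 69.0%, with 20.1% to 21.3% among all genes. For root RNA in the LCS libraries, the 50 most abundant root-specific genes allow a share of at most 2.23% (their 90th percentile, a bound chosen after the values were seen because the 10th percentile decided nothing), and 98.89% of the root-higher genes rose by more than that. They would need a median share of 35.5%. LCS S8 lay nearest the roots on the first principal component, at 128.5 against 188.6 to 227.2 in the other LCS libraries. The ConS libraries scored 236.6 to 273.6, so every LCS library lay on the root side of them. The shares were not computed without LCS S8, so how far they rest on it is not known. A shift of the shoots under low Ca2+ towards the expression of roots may be biological, as a hypothesis found and tested on the same data.

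The 50 most abundant shoot-specific genes were slightly higher in LCR than in ConR, 49 of them with a positive log2 fold change and a median of 0.58. Their median level relative to ConS was 0.376% in LCR and 0.263% in ConR, and by this median every LCR library (0.33% to 0.439%) lay above every ConR library (0.225% to 0.307%). If shoot reads had been assigned to every root library in about equal number, their summed raw count would not follow the library totals within a group, but the slope of its log2 on the log2 total within groups was 0.912 (standard error 0.2, 95% interval 0.399 to 1.42, exact permutation test within groups, two-sided, p = 0.0174, and 0.841 to 1.07 with each library left out), which argues against equal numbers. The mean raw count in LCR divided by that in ConR was 0.819 (standard error 0.116), where the library totals have a ratio of 0.627, and by itself does not exclude them. A small share of shoot RNA in LCR would raise these genes alike, and their log2 fold changes had an SD of 0.218 where their standard error was 0.287, so it stays open beside a response of the roots to low Ca2+.

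Other splits of the 8 libraries of each comparison were counted, 35 with the real split included. For LCR vs ConR, 1 of 35 gave as many DEGs, the real one, and the largest other number was 263. For LCS vs ConS it was also 1 of 35, with 2846 as the largest other number, for LCR vs LCS 1 of 35 with 0, and for ConR vs ConS 1 of 35 with 458, so chance can be excluded for each of the 4 counts at this share. The 0 is from edgeR at the adjusted threshold, and other tools were not run on the splits.

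In every group, fewer than 50% of the uniquely mapped reads of Table S1 were counted on genes, with 49.3% as the highest group. Strand-specific counting of libraries made without strand information would give this. The paper's methods list a reverse-strand setting for htseq-count and name the library kit, without saying whether the libraries keep strand. Genes missing from the annotation would give it too. The reads that would decide between these explanations were not used here, so they cannot be told apart.

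Across 34750 expressed genes, the log2 fold changes of LCR vs ConR and LCS vs ConS had a Pearson's r of 0.37 and a Spearman's rho of 0.459, and 69.7% had the same sign. This is a correlation across genes, which are not independent replicates, and no p is given. The biological coefficient of variation was 16.9% in LCR, 31.8% in LCS, 28.4% in ConR and 28.7% in ConS. In 4 data sets simulated without an effect of Ca2+, at most 1 gene was called in LCR vs ConR or LCS vs ConS. No biological explanation was tested for these values.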
